# Toxicogenomic assessment of liver responses following subchronic exposure to furan in Fischer F344 rats

**DOI:** 10.1007/s00204-015-1561-2

**Published:** 2015-07-21

**Authors:** Hongyan Dong, Santokh Gill, Ivan H. Curran, Andrew Williams, Byron Kuo, Michael G. Wade, Carole L. Yauk

**Keywords:** Low dose furan, Rat liver, Gender differences, Pathway benchmark dose, miRNA, Thryoid hormone

## Abstract

Furan is a widely used industrial chemical and a contaminant in heated foods. Chronic furan exposure causes cholangiocarcinoma and hepatocellular tumors in rats at doses of 2 mg/kg bw/day or greater, with gender differences in frequency and severity. The hepatic transcriptional alterations induced by low doses of furan (doses below those previously tested for induction of liver tumors) and the potential mechanisms underlying gender differences are largely unexplored. We used DNA microarrays to examine the global hepatic mRNA and microRNA transcriptional profiles of male and female rats exposed to 0, 0.03, 0.12, 0.5 or 2 mg/kg bw/day furan over 90 days. Marked gender differences in gene expression responses to furan were observed, with many more altered genes in exposed males than females, confirming the increased sensitivity of males even at the low doses. Pathway analysis supported that key events in furan-induced liver tumors in males include gene expression changes related to oxidative stress, apoptosis and inflammatory response, while pathway changes in females were consistent with primarily adaptive responses. Pathway benchmark doses (BMDs) were estimated and compared to relevant apical endpoints. Transcriptional pathway BMDs could only be examined in males. These median BMDs ranged from 0.08 to 1.43 mg/kg bw/day and approximated those derived from traditional histopathology. MiR-34a (a P53 target) was the only microRNA significantly increased at the 2 mg/kg bw/day, providing evidence to support the importance of apoptosis and cell proliferation in furan hepatotoxicity. Overall, this study demonstrates the use of transcriptional profiling to discern mode of action and mechanisms involved in gender differences.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s00204-015-1561-2) contains supplementary material, which is available to authorized users.

## Introduction

Furan (CAS No. 110-00-9) is a colorless, volatile and lipophilic compound that is used as an intermediate in the synthesis of many chemical and pharmaceutical agents, solvents, lacquers and resins. Furan has also been detected in a broad variety of foods, particularly coffee, canned meats and baby food, with levels exceeding 100 parts per billion (Bakhiya and Appel 2010). Furan in food is thought to be generated from the decomposition of carbohydrate, fatty acid and ascorbic acid during heat treatment processes such as cooking, canning and baking (Morehouse et al. 2008). In humans, furan has been detected in breast milk samples and in the breath of both smokers and passive smokers (NIH 2012).

Furan induces hepatocellular neoplasms and cholangiocarcinomas (CC) in both rats (F344) and mice (B6C3F1) in standardized 2-year carcinogenesis studies (NTP 1993). CC accounts for about 10–15 % of human primary hepatobiliary neoplasms worldwide (Chapman 1999), and CC-induced mortality has risen in the USA, Japan, Australia and Europe from 1979 to 1998 (Khan et al. 2002). Given that human exposure to furan is ubiquitous and the margin of exposure of furan compared to other rodent carcinogens is small (Carthew et al. 2010), the potential impacts of furan for human health are of concern.

Gender differences in the incidence of hepatocellular neoplasms in rats exposed to furan occurred in the 2-year cancer study, with increased frequency in male rats (NTP 1993). Benchmark dose (BMD) analysis of furan-induced hepatocellular carcinoma also indicated that male rats were more sensitive than females: estimated BMDs were 1.84 and 5.49 mg/kg bw in male rats and female rats, respectively (Carthew et al. 2010). Moreover, male rats exposed to 30 mg/kg bw furan for only 3 months from birth developed CC by 9 or 15 months of age (Maronpot et al. 1991).

Evidence in support of both genotoxic and non-genotoxic (hepatotoxicity and regenerative hepatocyte proliferation) modes of action (MoA) for furan toxicity have been reported (Hickling et al. 2010). Furan is negative for the induction of gene mutations in *Salmonella typhimurium* strains TA1535 and TA1537, and equivocal in strains TA98 and TA100 (Lee et al. 1994; Ronto et al. 1992; NTP 1993). Furan also yields inconsistent genotoxicity results in eukaryotic cells: (a) it is negative for the induction of sex-linked recessive lethal mutations in germ cells of male *Drosophila melanogaster* in vivo, sister chromatid exchanges in B6C3F1 mouse bone marrow cells in vivo and unscheduled DNA synthesis in hepatocytes of mice and rats in vivo; and (b) it is positive for the induction of trifluorothymidine resistance in mouse L5178Y lymphoma cells, sister chromatid exchanges in Chinese hamster ovary cells and chromosomal aberrations in B6C3F1 mouse bone marrow cells in vivo (Wilson et al. 1992; NTP 1993). Evaluation in rat livers in vivo suggests that genotoxicity from furan exposures may only occur at relative high doses via an indirect mechanism (Ding et al. 2012; McDaniel et al. 2012). Epigenetic alterations (DNA methylation and histone changes) are reported after 180 days of exposure to furan (Conti et al. 2014). Furan induces hepatotoxicity and proliferation at 0.1 mg/kg bw (Mally et al. 2010; Moser et al. 2009; Wilson et al. 1992). The primary MoA of furan-induced CC at carcinogenic doses is thus proposed to be oxidative stress, cytotoxicity and increased hepatocyte proliferation (Ding et al. 2012; Hickling et al. 2010). Although existing evidence supports that cell cycle perturbation and apoptosis are also involved in the MoA of furan at low doses (Chen et al. 2010), confirming this finding and investigating whether other MoAs are relevant at lower doses and occur to a similar extent in both sexes is required to provide critical information for human health risk assessment of furan exposure.

The MoA of furan in the livers of female mice (note: female mice were analyzed because of high spontaneous rates of liver tumors in male mice) exposed to both carcinogenic and non-carcinogenic doses for 21 days has previously been explored using gene expression profiling (Jackson et al. 2014). Marked changes in gene expression pathways involved in cytotoxicity, oxidative stress, inflammatory response and proliferation were observed, which is consistent with previously published histological data in other studies (Gill et al. 2011; Moser et al. 2009). The results demonstrate a clear distinction between adaptive low-dose responses (cytoprotective effects invoked through balanced activation of proliferative signaling and regeneration, sustaining a healthy liver) and adverse responses at high doses (overt cytotoxicity/proliferation in parallel with increases in pathways associated with pre-cancer and cancer cells). The results were an effective demonstration of the use of toxicogenomic data in elucidating the MoA and BMDs for furan oral exposures. A study conducted in male and female rats exposed to much lower doses of furan observed mild hepatic histological lesions at doses ≥0.12 mg/kg bw/day for 90 days (Gill et al. 2010). Clear gender differences were also observed in response to furan, with male rats exhibiting increased response over female rats for frequency of biliary hyperplasia and alterations of serum glucose, triglycerides, magnesium and thyroid hormones (TH). The application of whole genome transcriptional profiling (including non-coding RNAs) to explore the mechanism(s) and the influence of sex underlying furan-induced hepatotoxicity is an important next step in understanding the risk posed by human furan exposure.

The present study examines genomewide transcriptional responses in livers from our previous study of male and female F344 rats (Gill et al. 2010) exposed to furan by oral gavage over a 90-day period. Our analyses focused on the known lowest carcinogenic dose (2 mg/kg bw/day) and three lower doses. Livers from male and female rats from each dose were subjected to microarray analyses of mRNA and microRNA (miRNA) levels to assess global transcriptional changes. The transcriptional changes were directly related to various previously described phenotypic anchors to propose a mechanistically relevant transcriptional dose–response model. Gene expression changes were used to establish pathway BMDs to explore gender- and endpoint-specific responses for key events leading to furan-induced hepatotoxicity.

## Materials and methods

### Animals and exposures

Seven- to eight-week-old male or female F344 rats were exposed daily, 5 days per week, to furan in corn oil at doses of 0, 0.03, 0.12, 0.5 or 2 mg/kg/day by oral gavage for 90 days. Animal handling and treatment procedures were conducted according to the Guidelines of the Canadian Council of Animal Care and were approved by the Health Canada Animal Care Committee (Ottawa, ON, Canada). The full experimental details for this study, including histopathological and biochemical analyses, are reported elsewhere (Gill et al. 2010). Liver samples were collected 24 h after the last exposure, flash-frozen and stored at −80 °C.

### RNA extraction

Total RNA was extracted from frozen liver tissue of five male and five female rats from each dose group with *mir*Vana miRNA isolation kits (Ambion, Inc., Foster city, CA, USA) according to the manufacturer’s instructions. RNA integrity was determined using an Agilent 2100 Bioanalyzer (Agilent Technologies Inc., Mississauga, ON, Canada), and only high-quality RNAs (RNA integrity number ≥8.0) were used for microarray analysis of gene and miRNA expression.

### Microarray analysis of gene expression

A total of 50 RNA samples (five female and five male rats per dose group, five dose groups total) were labeled with cyanine 5-CTP using low-input quick amp labelling kits (Agilent Technologies Inc.) following the manufacturer’s instruction. Universal rat reference total RNA (Agilent Technologies Inc.) was labeled with cyanine 3-CTP. Cy5-sample cRNA and Cy3-reference cRNA were hybridized to Agilent G4853A SurePrint G3 Rat GE 8 × 60 K microarrays (Agilent Technologies Inc.) at 65 °C overnight with Agilent hybridization solution. Slides were washed and scanned on an Agilent G2505B microarray scanner at 5 μm resolution, and the data were acquired with Agilent Feature Extraction software version 10.7.3.1. One microarray from the male group failed standard quality checks and was eliminated from further analyses.

Raw signal intensity data were processed using *R* as described previously for data normalization, Fs calculation and *p* value adjustment with the false discovery rate (FDR, Paquette et al. 2011). The statistical model included gender and treatment as main factors as well as gender by treatment interactions. Genes were deemed to be ‘differentially expressed’ if either treatment or gender effects had a FDR *p* ≤ 0.05. The least squares mean was used to estimate the fold change (FC) for each pairwise comparison of interest (control versus each of the four dose groups, Goodnight and Harvey 1997; Searle et al. 1980). To explore gender differences in gene expression, we identified significantly changed genes in each dose group compared to control within each gender, followed by statistical analyses to determine the effect of gender. Cluster analysis was conducted with all significantly changed genes in all groups using GeneSpring GX 7.3 (Agilent Technologies Inc.). All data are available through the gene expression omnibus (GEO) website, accession number: GSE62808.

### qRT-PCR analysis of gene expression

Total RNA was reverse transcribed into cDNA using SuperScript III (Invitrogen, Burlington, ON, Canada). Quantitative PCR was performed in duplicate for each sample. A CFX96 real-time PCR detection system (Bio-Rad Laboratories, Mississauga, ON, Canada) was employed to detect SYBR green incorporation into amplified product. Gene expression levels were normalized to the housekeeping gene *Hprt*, which, based on microarray analysis, was unaffected by furan exposure. PCR efficiency was examined using the standard curve for each gene. Primer specificity was verified with a melting curve. OpenStat (http://www.statpages.org/miller/openstat/, a statistical program written by William G. Miller) was used for ANOVA of multiple groups, while the Fisher’s least significant difference test was used to detect significant differences (*p* < 0.05) between control and a given dose group.

### Pathways analysis

Enriched functional effects were identified by analyzing genes with FDR *p* ≤ 0.05 and absolute FC ≥ 1.5 relative to control in male and female rats exposed to furan at 2 mg/kg bw/day in Ingenuity Pathway Analysis (IPA, Ingenuity System, Inc., Redwood City, CA). We also applied IPA to the genes showing gender differences in expression at 2 mg/kg bw/day. Identification of canonical pathways within the data was determined by the enrichment of genes associated with pathways among the group of altered genes. Significance of the associated pathways was determined by IPA using a Fisher’s exact test (deemed significant if *p* ≤ 0.05). IPA predicted upstream modulators (including transcription factors, cytokines and chemical exposures), and toxicity functions were explored to identify potential regulators that might be consistent with the altered patterns of transcription observed. Statistical significance for the potential upstream modulators and toxicity functions were expressed as a *Z* score, where significant activation or association was inferred from a *Z* score ≥2, and significant inhibition or inverse associations from *Z* score ≤−2.

Functional annotation clustering to look at broad trends in expression patterns in males versus females was conducted using DAVID bioinformatics response 6.7 (Huang da et al. 2009a, b). The analysis was applied to genes that were significantly different in control males versus control females (FDR *p* ≤ 0.05 and absolute FC ≥ 1.5).

### Similarity to disease states or toxicity of other substances

Genes observed to be significantly altered (FDR *p* ≤ 0.05 and absolute FC ≥ 1.5) in either male or female rats from the 2 mg/kg bw/day dose group were uploaded into NextBio (http://nextbio.com) to identify disease states and/or chemicals with similar gene expression profiles using curated datasets. FC values (vs. control) were converted to ranks across the entire dataset and compared pairwise to curated datasets to generate a percent similarity metric.

### Determination of BMD for apical endpoints

The BMD (the estimated dose that caused a 10 % or 1 SD (standard deviation) change in observed responses) and the 95 % lower confidence limit (BMDL) for the apical endpoints of furan exposure observed in the rats used in the current study (Gill et al. 2010) were calculated using EPA BMDS 2.5 (Davis et al. 2011). Briefly, continuous dose–response models (Hill, polynomial, linear, power and exponential) and dichotomous models (gamma, logistic, loglogistic, logprobit, multistage, multistage-cancer, probit, weibull and quantal-linear) were applied for each endpoint, and BMDs were decided based on goodness-of-fit *p* value ≥0.1, absolute scaled residual ≤2 and visual curve inspection. When more than one model was suitable, the one with the lowest Akaike’s information criterion (AIC) was selected.

### Transcriptional BMD analysis

BMDExpress version 1.4.1(Yang et al. 2007) was used to calculate transcriptional BMDs and BMDLs. Briefly, genes observed to be significantly altered (ANOVA *p* ≤ 0.05 filtered) by any dose of furan exposure in either males or females were input into BMDExpress and evaluated by five models: Hill, power, linear 1°, polynomial 2° and 3°. For each probe, the best-fitting model was selected based on: (1) a nested Chi-square cutoff value of 0.05 to select between linear and polynomial models; (2) the lowest AIC to select between Hill and power models; and (3) a goodness-of-fit *p* value ≥0.1. Other parameters used included power restriction of ≥1, maximum iteration of 250, confidence level of 0.95 and a benchmark response (BMR) of 1.349 (the number of standard deviation defining the BMD, Yang et al. 2007). A Hill model was flagged if the “*k*” parameter was >1/3 of the lowest dose. The next best model with goodness-of-fit *p* value ≥0.1 was selected in place of a Hill model. If no other model had a goodness-of-fit *p* value ≥0.1, the Hill model was used and modified to 0.5 of the lowest BMD value. The resulting BMD datasets were mapped to IPA pathways (downloaded on April 24, 2014) to obtain functional classifications. Not all genes could be modeled, only BMDs that were less than the highest exposure dose and that had a goodness-of-fit *p* value ≥0.1 were included in subsequent analyses.

### miRNA microarray analysis

To explore the effects of furan on miRNA transcription, total RNAs from 16 liver samples (four males and four females from control and 2 mg/kg bw/day dose groups) were processed using the miRNA Complete Labelling and Hybridization kit (Agilent Technologies Inc.). Labeled RNA was hybridized on 8 × 15 K Agilent rat miRNA microarray slides. Arrays were scanned using an Agilent G2505B scanner (5 μm resolution). Feature extraction (version 10.7.3.1, Agilent Tech. Inc.) was used to acquire the fluorescence intensity of each probe.

The quality of the microarray data was evaluated using Agilent Feature extraction quality control metrics. Data were normalized in R using cyclic-lowess (Bolstad et al. 2003). 

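Before normalization, the median log2 intensity of the 128 miRNAs tested here ranged from 3.24 to 6.43 over the 16 arrays, after Agilent Feature Extraction had subtracted the background. After cyclic loess in limma over the probes of these miRNAs, it ranged from 4.93 to 5.88. The authors also deposited a table of normalized log2 values with 1 column per array. Each column was compared with the log2 median intensity of the same array's spots, from which no background had been subtracted. Across miRNAs, which are not independent replicates, the correlation was between 0.9987 and 0.9998 on 10 arrays and between 0.840 and 0.982 on the other 6.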

Ratio–intensity plots, boxplots and cluster analyses were used to identify potential outliers. 

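Feature Extraction graded 9 quality metrics on each of the 16 miRNA arrays. On 14 arrays its report placed the extraction in range. On the arrays of control male 2 and control male 5, named here by group and animal number, the report asked for an evaluation, and the estimate of additive error was out of range. This estimate was 48.4 on the array of control male 2 and 20.3 on that of control male 5, against 2.26 to 11.8 on the arrays in range. The 434 negative-control spots of each array had a median intensity of 294 on control male 2, 165 on control male 5 and 108.25 on furan female 85. On the other 13 arrays the median was between 49 and 89. Feature Extraction detected 46 miRNAs on control male 2, 71 on control male 5 and 76 on furan female 85. Correlations across the tested miRNAs between arrays of one group ranged from 0.728 to 0.990, and 0 pairs of arrays were identical. Leaving out control male 2 and control male 5, a choice made after their reports were seen, gave a log2 FC of 1.66 for miR-34a in males by limma.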

All samples passed the quality control tests and were used for subsequent analyses. Statistically significantly altered miRNAs were identified as described previously for gene expression. All data are available through the gene expression omnibus (GEO) website, accession number: GSE62807.

### qRT-PCR analysis of differentially regulated miRNAs

The miScript PCR system (Qiagen, Mississauga, ON, Canada) was used to examine the expression of miRNAs. Briefly, 1 μg of total RNA was used for polyadenylation of mature miRNAs and reverse transcription into cDNA using oligodT primers with a universal tag. RT-PCR was performed in duplicate for each sample using a primer complementary to the universal tag and a miScript primer assay specific to each miRNA. RNU6B was used to normalize the expression of the target miRNAs. FC was calculated using the $$2^{{ - \Delta \Delta C_{{\text{t}}} }}$$ method (Livak and Schmittgen 2001), and a student’s *t* test was used for statistical significance.

## Results

### General effects of furan on gene expression in rat livers

The number of hepatic transcripts significantly (absolute FC > 1.5; FDR *p* ≤ 0.05) altered by furan exposure in rats increased with dose in both genders (Fig. 1a). FCs ranged from +10.52 to −5.93 for furan-treated relative to control rats. In female rats, genes that were affected in the lower-dose groups were generally affected in one or more of the higher-dose groups (Fig. 1b). In male rats, there were more responsive genes overall, and an increase in the number of genes that were uniquely affected within a dose group (Fig. 1c). The full lists of significantly altered genes (absolute FC ≥ 1.5 and FDR *p* ≤ 0.05) in females and males are shown in supplementary Table_S1 and Table_S2, respectively. The vast majority of gene expression changes were observed in the highest dose group, and of these, the majority were unique to the highest dose. Indeed, ~93 % of genes in both females (171/184) and males (569/617) were unique to the highest dose, indicating a clear transition in the nature of the transcriptional response to the 2 mg/kg/day dose of furan treatment.

**Fig. 1:**
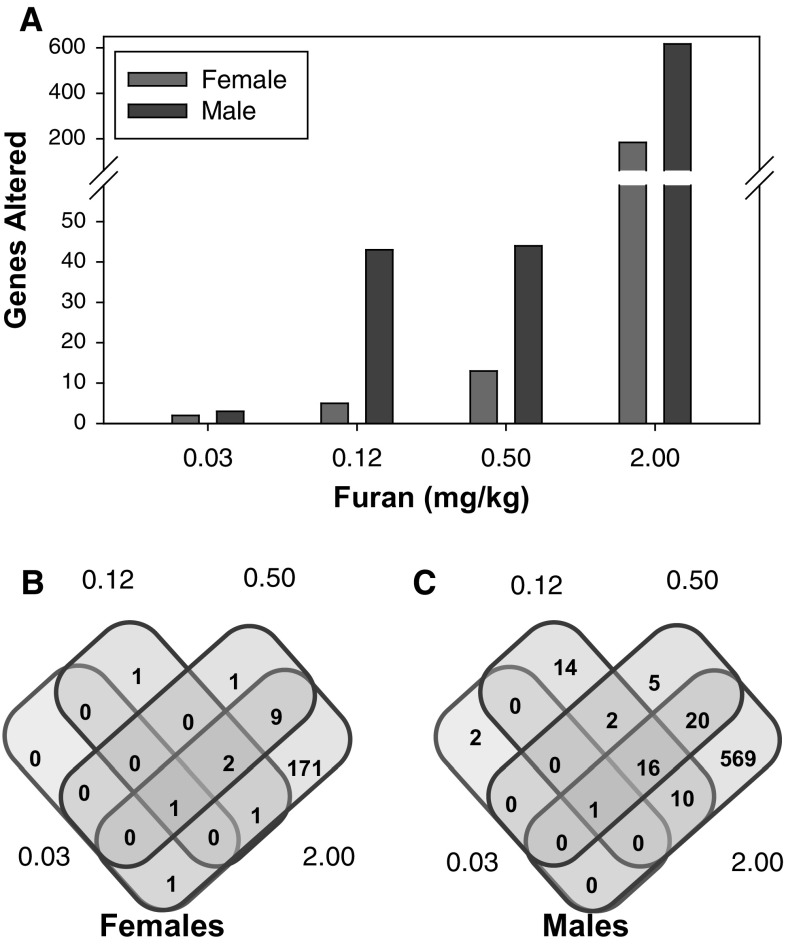
Number of significantly (FDR *p* ≤ 0.05) changed gene with absolute FC ≥ 1.5. **a** Dose-dependent increases in the number of genes that were differentially expressed in both genders relative to vehicle controls for increasing doses of furan were observed. **b** Venn diagrams showing the overlap of furan-responsive genes in each dose group in female rats. **c** Venn diagrams showing the overlap of furan-responsive genes in each dose group in male rats

Five genes were selected to validate microarray results using qRT-PCR (Table 1). These genes either had high FCs in male and/or female rats (*Abcb1b*, *Cyp3a62* and *Akr7a3*) or in the case of *Pparα* and *Fabp7* were related to the most affected pathway (LPS/IL-1-mediated inhibition of RXR function, Table 2). The qRT-PCR results were highly consistent with those from DNA microarrays for all five genes. The only exception was a detected increase in the expression of *Pparα* in the highest dose group of females by qRT-PCR that was missed by DNA microarray analysis (Table 1).

**Table 1:** Fold changes for select genes analyzed by microarray or real time RT-PCR

Furan (mg/kg bw/day)	*Akr7a3*		*Abcb1b*		*Cyp3a62*		*Pparα*		*Fabp7*	
	Female	Male	Female	Male	Female	Male	Female	Male	Female	Male
Microarray										
0.03	1.08	1.31	1.26	−1.04	1.12	1.41	1.3	1.42	−1.14	1.06
0.12	1.05	1.12	1.42	1	1.25	1.12	1.43	**1.76**	−1.11	1.06
0.5	1.36	**2.14**	**2.32**	**2.02**	1.3	**1.61**	1.42	**1.7**	**−1.52**	−1.15
2	**2.88**	**7.05**	**5.76**	**5.74**	**3.01**	**3.15**	1.32	**1.84**	**−2.07**	**−2.27**
RT-PCR										
0.03	1.61	2.18	2.26	1.41	1.05	1.03	1.51	1.54	1.14	1.25
0.12	1.96	0.76	2.09	0.67	1.12	1.60	1.52	1.14	1.22	**−2.97**
0.5	0.81	3.34	2.66	10.23	**1.85**	1.70	0.95	2.64	**−3.05**	**−1.54**
2	**3.82**	**16.65**	**40.82**	**35.11**	**3.07**	**3.49**	**2.48**	**3.27**	**−2.76**	**−3.22**

Bold font indicates *p* < 0.05 compared to control

**Table 2:** Canonical pathways affected by furan at 2 mg/kg bw/day in males and females

Female			Male		
Ingenuity canonical pathways	−log (*p* value)	Ratio	Ingenuity canonical pathways	−log (*p* value)	Ratio
Glutathione-mediated detoxification	2.99	0.07	**LPS/IL-1-mediated inhibition of RXR function**	11	0.114
**LPS/IL-1-mediated inhibition of RXR function**	2.97	0.03	**Acute phase response signaling**	8.25	0.116
**NRF2-mediated oxidative stress response**	2.73	0.03	Nicotine degradation II	6.23	0.129
Hepatic fibrosis/hepatic stellate cell activation	2.49	0.03	LXR/RXR activation	6.05	0.108
**Aryl hydrocarbon receptor signaling**	2.48	0.03	Coagulation system	5.49	0.211
**Histamine degradation**	2.42	0.07	Bupropion degradation	5.39	0.212
**Fatty acid α oxidation**	2.24	0.09	Acetone degradation I (to methylglyoxal)	5.27	0.194
**Oxidative ethanol degradation III**	2.24	0.05	Nicotine degradation III	5.05	0.123
**Putrescine degradation III**	2.19	0.07	PXR/RXR activation	4.95	0.109
2-Amino-3-carboxymuconate semialdehyde degradation to glutaryl-CoA	2.15	0.09	Melatonin degradation I	4.84	0.136
Methylglyoxal degradation VI	2.15	0.08	Xenobiotic metabolism signaling	4.82	0.073
**Tryptophan degradation X** (Mammalian, via Tryptamine)	2.14	0.07	FXR/RXR activation	4.72	0.1
**Ethanol degradation IV**	2.14	0.07	Complement system	4.64	0.2
**Acute phase response signaling**	2.13	0.03	Superpathway of melatonin Degradation	4.52	0.111
cardiomyocyte differentiation via BMP receptors	2.10	0.09	Methylglyoxal degradation III	4.48	0.227
**Granulocyte adhesion and diapedesis**	2.08	0.03	Estrogen biosynthesis	4.22	0.143
RAR activation	2.05	0.03	**Tryptophan degradation X** (mammalian, via tryptamine)	4.05	0.172
			Ethanol degradation II	3.66	0.14
			Bile acid biosynthesis, neutral pathway	3.52	0.069
			Noradrenaline and adrenaline degradation	3.44	0.113
			Dopamine degradation	3.42	0.132
			Extrinsic prothrombin activation pathway	3.14	0.182
			**Oxidative ethanol degradation III**	3.14	0.1
			Intrinsic prothrombin activation pathway	3.09	0.135
			**Ethanol degradation IV**	2.93	0.138
			Serotonin degradation	2.92	0.09
			**Aryl hydrocarbon receptor signaling**	2.84	0.064
			Retinol biosynthesis	2.64	0.111
			**Granulocyte adhesion and diapedesis**	2.57	0.066
			**NRF2-mediated oxidative stress response**	2.45	0.062
			Inhibition of matrix metalloproteases	2.43	0.125
			Thyroid cancer signaling	2.38	0.114
			Serine biosynthesis	2.38	0.154
			d-Glucuronate degradation I	2.38	0.143
			EIF2 signaling	2.37	0.06
			**Histamine degradation**	2.34	0.103
			Atherosclerosis signaling	2.24	0.065
			**Fatty Acid α oxidation**	2.08	0.13
			**Putrescine degradation III**	2	0.1
			Proline biosynthesis II (from arginine)	2	0.1
			Superpathway of serine and glycine biosynthesis I	2	0.111
			Arginine degradation VI (arginase 2 pathway)	2	0.125
			Superoxide radicals degradation	2	0.25
			Tyrosine degradation I	2	0.133
			Bladder cancer signaling	2	0.072

−log (*p* value) cutoff at 2, bold font indicates common pathways between males and females, ratio indicates the number of significant genes to the total number of genes in the pathway

### Pathways affected by furan exposure in male and female rats

Pathway analysis was conducted on genes with FDR *p* ≤ 0.05 and absolute FC ≥ 1.5 in males or females separately. With a pathway enrichment cutoff value of 2 [−log (*p* value)], only four (or fewer) canonical pathways were affected in the low-dose groups (data not shown). In females and males, 17 and 45 pathways, respectively, were affected by 2 mg/kg bw/day furan (Table 2); 65 % of the affected pathways in females were also significantly perturbed in males, including the LPS/IL-1-mediated inhibition of RXR and NRF2-mediated oxidative stress response pathways. Significant enrichment of biological functions, toxicological pathways or upstream activators with *Z* score ≥2 or ≤−2 and *p* < 0.05 only occurred in the highest dose groups. The larger number of affected genes in males at this dose resulted in more enriched molecular pathways/functions in males than females (Table 3). Male rat livers exposed to 2 mg/kg bw/day showed significant enrichment in 74 biological functions primarily related to inflammation and metabolism (supplementary Table_S3). In contrast, there was no significantly enriched biological function in females. Six toxicological pathways were enriched in males in the 2 mg/kg bw/day dose group; most of these were related to liver function (supplementary Table_S4).

**Table 3:** Enriched pathways, functions and activators in the differentially expressed gene lists from male and female rats exposed to 2 mg/kg bw/day furan

Categories	Male		Female	
	Increase	Decrease	Increase	Decrease
Biological functions	18 (liver injury and inflammation, cell death)	56 (lipid metabolism, hormone oxidation)	0	0
Toxicological functions	4 (liver injury and inflammation, cell death)	2 (liver hemorrhaging)	0	0
Upstream activators	27	25	5 (2*)	6 (1*)

Cut off vale: activation *Z* score ≥2 or ≤−2

* Number of elements common with male

Analysis of potential upstream regulators revealed 27 upstream modulators that were activated and 25 that were inhibited in males (supplementary Table_S5). These could be classified into various groups: chemicals and drugs, reagents, transcriptional regulators and endogenous hormones. Most of these were related to regulation of apoptosis, proliferation and cancer processes. Expression profiles were indicative of activation of five and inhibition of six upstream modulators in females (supplementary Table_S5). Only a few of upstream modulators were in common between the genders (RBPJ, CREB1 and 1,2-dithiol-3-thione; these are all involved in cell proliferation and apoptosis). Overall, pathway analysis indicated inflammatory and oxidative stress response, metabolism and cell proliferation pathways play important roles in the toxicity induced by furan in both genders. The pathway analysis further showed these processes and regulatory pathways were more perturbed in livers of male rats than female rats following furan exposure.

### Prediction of potential disease outcomes and chemicals with similar toxicity and pathways

Significantly changed genes with absolute FC ≥ 1.5 in male and female rats treated with 2 mg/kg bw/day furan were analyzed using NextBio (http://nextbio.com) to identify similarities in the expression profiles with curated studies. Phenotypes with scores >70 and at least three studies available for the disease model (only liver tissue in rodents was included) were considered. Disease models with similar gene expression profiles to furan-treated rats are shown in Table 4. Although all of the disease models identified as correlated with gene expression profiles in females were also correlated with males, these models were negatively correlated in females and positively correlated in males. This may indicate adaptive responses occurring in females versus adverse effects in males at this dose. The gene expression profile of the high-dose male rats was highly positively correlated with liver cancer, exhibiting the highest overall score as calculated from 55 similar studies. These studies included transgenic myc-driven liver tumors (GSE28198, 2011) and intrahepatic cholangiocarcinomas formed by inoculation of malignant rat cholangiocytes into liver (Dumur et al. 2010). Liver regeneration, injury of liver, inflammatory disease and cirrhosis were also highly positively correlated with furan treatment in male rats. Overall, these results are consistent with the hypothesis that furan induces liver injury, inflammation, regeneration and cancer in male rats.

**Table 4:** Diseases with similar gene expression profiles to rats treated with 2 mg/kg bw/day furan

Female				Male			
Phenotype score	Phenotype	# Studies	*R*	Phenotype score	Phenotype	# Studies	*R*
72.50	***High fat diet***	20	n	99.03	Liver cancer	55	p
70.04	***Diabetes mellitus***	32	n	89.80	***High fat diet***	30	p
69.98	***Disorder of endocrine pancreas***	33	n	85.17	Disease due to trypanosomatidae	6	p
69.42	***Injury of liver***	5	n	84.96	***Injury of liver***	3	p
				82.24	Inflammatory disease of liver	14	p
				79.16	Disease due to rotavirus	3	p
				78.19	Infection due to enterobacteriaceae	18	p
				77.43	Cirrhosis of liver	11	p
				77.19	Liver regeneration	4	p
				75.81	Hepatic fibrosis	11	p
				74.62	Deficiency state	22	p
				73.90	Disease due to adenovirus	3	p
				73.29	***Diabetes mellitus***	48	p
				73.28	***Disorder of endocrine pancreas***	50	p
				71.09	Bacterial infectious disease	8	p

Bold and italics font indicates common disease models between males and females

*R* refers to correlation. *n* indicates negative correlation, *p* indicates positive correlation

Only rodent liver tissues were included in this analysis

# Studies indicates the number of studies included in calculating phenotypes score

NextBio was also used to explore the similarity of gene expression profiles in rat livers treated with furan in the current study with other chemicals in the curated database. Using a cutoff score ≥80 and a requirement of at least three studies per chemical, we identified the chemicals inducing similar toxicity profiles to furan in male and female rats (supplementary Table_S6). The top five chemicals with the most similar profiles to furan-exposed male rats in our study are thioacetamide (TAA), nafenopin, methapyrilene (MP), mestranol and chloroform; these chemicals are all non-genotoxic carcinogens. The non-genotoxic carcinogens carbon tetrachloride (CCl4) and bromobenzene (BBZ) also induce similar gene expression profiles to furan treatment in male rats.

### Transcriptional BMD and apical endpoint BMD analysis

BMDExpress was used to establish transcriptional BMDs for furan. The responses were grouped using IPA pathways. BMD filtering included (1) pathways had to contain at least 10 genes; (2) at least five genes in the pathways had to exhibit a BMD ≤ 2 mg/kg bw/day and goodness-of-fit *p* value ≥0.1, as well as the percentage of genes modeled in the pathways had to account for at least 3 % of the pathway’s genes (however, we included small pathways if the number of genes that were significant and could be modeled accounted for at least 20 % of the pathway); and (3) pathways were excluded if the Hill model was the only model used for all of the genes within a pathway. There were 56 pathways that met all of the above criteria in males (supplementary Table_S7). The most sensitive pathway (i.e., lowest BMD) was MAPK signaling with a median BMD 0.08 mg/kg bw/day. No pathway passed the stringent filtering criteria in females. However, BMDs for 16 pathways were produced in females (supplementary Table_S7) when we loosened the stringency for the second criteria, instead requiring at least two genes or 1 % of the pathway affected. Half of these pathways were modeled in males too. The use of different filtering criteria to derive the pathway BMDs in males and females means the BMDs are not directly comparable, but provides a general view of the BMDs for females.

BMDs for apical endpoints (from our previous data, Gill et al. 2010) were calculated using EPA BMDS2.5. These were aligned to pathways that were representative of the apical endpoints. Apical and transcriptional BMDs were very close for liver cell damage and apoptosis, hepatocyte inflammation and biliary tract effects in male rats (Table 5). In females, apical endpoint BMDs for cholangiofibrosis and biliary tract hyperplasia were >2 mg/kg bw/day (supplementary Table_S8), while apical endpoint BMDs for Kupffer cell pigmentation and hepatocyte apoptosis were 0.11–0.20 mg/kg bw/day. As shown in supplementary Table_S7, we did not find any transcriptional BMD that were directly related to cell cycle regulation and apoptosis in females. Transcriptional and apical endpoint BMDs were not similar in females as there was an insufficient response to furan exposure at the doses used in current study.

**Table 5:** Comparison of apical and transcriptional BMDs in furan-treated males

Pathways	Transcriptional BMD(L)s			Apical BMD(L)s		
	# of genes modeled (total # of genes in pathway)	BMD median (mg/kg bw)	BMDL median (mg/kg bw)	Apical endpoints	BMD (mg/kg bw)	BMDL (mg/kg bw)
*Cell damage and apoptosis*						
p38 MAPK signaling	5 (108)	0.08	0.05	Kupffer cells pigmentation	0.03	0.02
ERK/MAPK signaling	6 (176)	0.17	0.04	Hepatocytes apoptosis	0.03	0.02
*NRF2*-*mediated oxidative stress response*	8 (169)	0.62	0.47			
*Inflammation*						
LPS/IL-1-mediated inhibition of RXR function	15 (186)	1.1	0.69	ALP	1.49	1.29
Acute phase response signaling	11 (157)	1.22	0.83			
*Biliary tract damage*						
Hepatic cholestasis	5 (126)	1.10	0.77	Biliary tract hyperplasia	1.45	0.54
FXR/RXR Activation	6 (79)	1.38	0.91	Biliary tract cholangiofibrosis	1.84	1.02
Bile acid biosynthesis, neutral pathway	2 (10)	1.43	0.94			

“# of genes modeled” indicates the number of genes that were significant by ANOVA and could be modeled (i.e., filtered to include genes with BMDs less than the highest dose of 2 mg/kg bw and *p* value of fit ≥0.1)

“Total # of genes in pathway” indicates all of the genes that are involved in the entire pathway

### miRNA expression in rat livers treated with furan at a dose of 2 mg/kg bw/day

Since miRNAs play important roles in the regulation of hepatocellular carcinomas (D’Anzeo et al. 2014) and other biological functions, we examined the effects of furan on miRNA expression at the highest dose in both sexes. 

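Liver RNA of 16 F344 rats, 4 per group, was measured on one-colour Agilent rat miRNA arrays with 1 animal per array. The groups were female and male rats given furan at 2 mg/kg bw/day for 90 days and female and male control rats given 0 mg/kg bw/day. The arrays lay on 2 slides, each with 2 arrays of every group. The authors deposited the spot intensities that Feature Extraction read from each scan, with no normalization between arrays, and the table of normalized log2 values. The values reported here start from the background-subtracted intensity of 13540 non-control spots per array, which represent 677 miRNAs through 1644 probes. Spots marked as outliers by Feature Extraction were left out, intensities under 1 were set to 1, and log2 values were averaged over the spots of each probe. A miRNA was tested when it was detected on all 4 arrays of at least 1 group, which left 549 miRNAs untested. Of the tested miRNAs, 42 were detected on all 16 arrays. The probes of tested miRNAs were normalized together and then averaged for each miRNA. limma's linear model was fitted to all arrays with 4 group means, and a miRNA was called at a Benjamini-Hochberg adjusted p of 0.05 or less and an absolute FC of 1.5 or more. The number of miRNAs detected per array ranged from 146 to 216 in control females (median 158.5), from 76 to 205 in furan-treated females (median 181), from 46 to 146 in control males (median 106.5) and from 110 to 215 in furan-treated males (median 129.5). The number of arrays limits the precision. Data were simulated with normal noise whose SD, for each miRNA, was pooled over the 4 groups. The simulation therefore leaves out differences in spread between the sexes, and it leaves out normalization. In 20 simulated data sets per sex, 20 miRNAs were changed by 1 on the log2 scale. The limma model and call rule recovered 57.8% of the changed miRNAs in females and 63.3% in males. With a change of 2 on the log2 scale, they recovered 85.3% in females and 84.3% in males.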

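miR-34a, listed as Mir34a in the rat gene table, had a mean normalized log2 intensity of 5.10 ± 0.31 (SD, n = 4) in control females and 7.22 ± 0.30 (SD, n = 4) in furan-treated females. The log2 FC was 2.12 (standard error 0.28, limma adjusted p = 0.000514), a 4.35-fold increase. In males the mean was 5.87 ± 0.62 (SD, n = 4) in controls and 7.95 ± 0.35 (SD, n = 4) in furan-treated rats. The log2 FC in males was 2.07 (standard error 0.28, limma adjusted p = 0.000659), a 4.21-fold increase. miR-34a was detected on 15 of the 16 arrays, the exception being control male 2. In each sex, 4 of 4 furan-treated rats lay above every control (two-sided exact permutation test, p = 0.0286, the smallest that 4 arrays against 4 allow). Of the other settings tried, the one that moved miR-34a most in males was no normalization between arrays, with a log2 FC of 3.26. In females it was normexp background correction of the median intensity, chosen after seeing the data, with a log2 FC of 1.10.

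**Figure D1:**
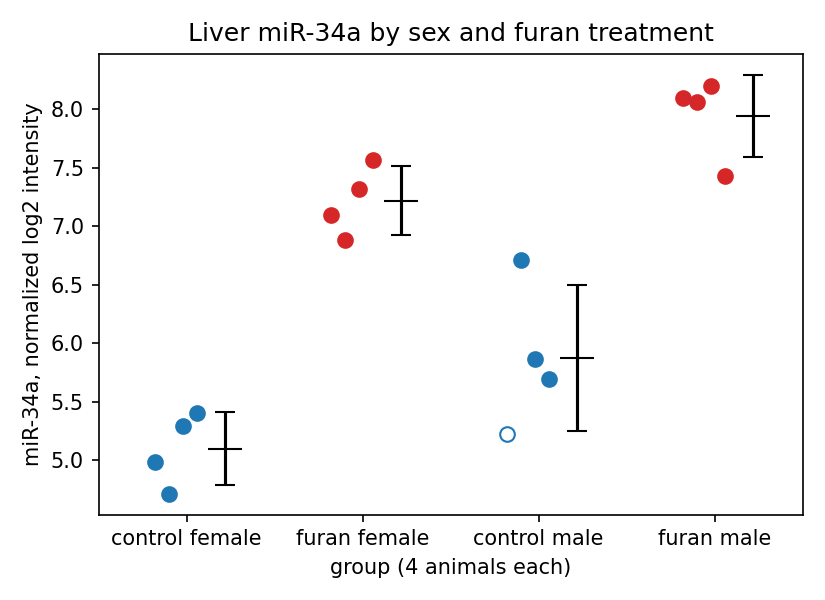
Normalized log2 intensity of miR-34a on each array, by group, with 4 animals per group. Points are animals, the open point is the array on which miR-34a was not detected, and bars give the group mean and SD. The furan-treated females lie between 6.88 and 7.57 and the furan-treated males between 7.43 and 8.20, above the controls of their sex, whose highest values are 5.40 in females and 6.71 in males.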

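On the arrays, limma called none of miR-122, miR-200a and miR-200b in either sex. miR-122 had a log2 FC of 0.0062 in females (standard error 0.066, limma adjusted p = 0.995) and −0.070 in males (standard error 0.066, limma adjusted p = 0.480), and its direction changed with the processing. miR-200a had a log2 FC of 0.37 in females (standard error 0.54, limma adjusted p = 0.972) and 0.24 in males (standard error 0.54, limma adjusted p = 0.792), and its direction reversed in females without normalization between arrays and in males with the brightest probe alone. For miR-200b the log2 FC in females was 0.98 (standard error 0.41, limma adjusted p = 0.458), and 4 of 4 furan-treated females lay above every control. With limma's array weights, chosen after seeing the data, it was called in females at 1.06 (adjusted p = 0.0409, against 0.0409 to 1.00 over all alternatives). In males the log2 FC of miR-200b was 0.29 (standard error 0.41, limma adjusted p = 0.623; two-sided exact permutation test, p = 0.6), and it reversed to −0.73 with the brightest probe alone. It rose to 1.91 without normalization between arrays, where the median over all tested miRNAs was 0.98, and to 1.05 with cyclic loess over all probes. Without control male 2 and control male 5, a choice made after seeing the data, it was 1.10. None of these values was called, and limma's adjusted p ranged from 0.0693 to 0.991 over all alternatives. The difference between the sexes in the log2 FC of miR-200b, males minus females, was −0.69 (standard error 0.58, limma adjusted p = 0.599). miR-200a and miR-200b were each detected on 3 arrays of control females, 3 of furan-treated females, 2 of control males and 4 of furan-treated males. The control males without detection were control male 2 and control male 5, the arrays of highest negative-control intensity.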

Only miR-34a achieved a FDR *p* ≤ 0.05 and absolute FC ≥ 1.5 in either male or female rats based on microarray analyses that showed miR-34a increased by 2.4-fold in both genders. miRNA results were examined in more detail by qRT-PCR for miR-34a and three other miRNAs (miR-122 and miR-200a/b) that were perturbed by 30 mg/kg bw/day furan treatment over 3 months in male *Sprague*-*Dawley* (SD) rats in another study (Chen et al. 2012). qRT-PCR results confirmed the increased expression of miR-34a in both genders and also showed an increase in the expression of miR-200b in male rats only (Fig. 2).

**Fig. 2:**
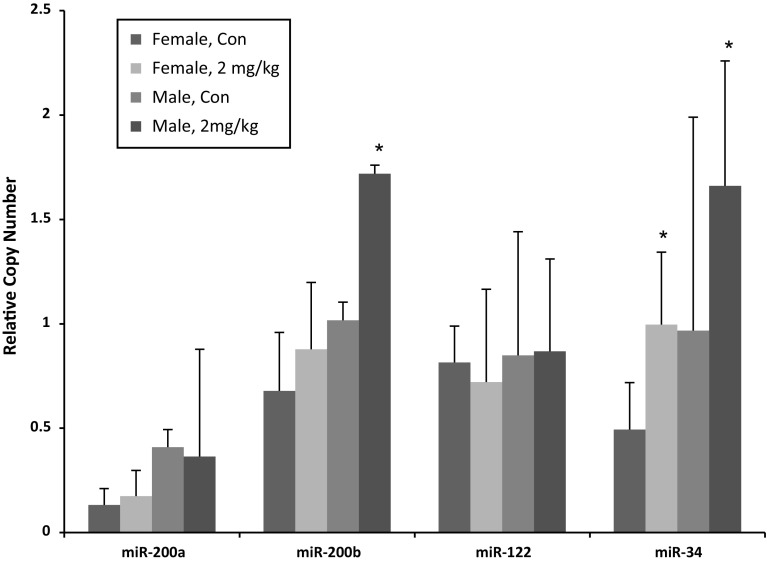
Analysis of miRNA changes using qRT-PCR. RNU6B was used to normalize the expression of the target miRNAs. Three samples from each group were used. Copy number was represented with average ± SD. Experiments were repeated three times and a single representative is shown here. *p ≤ 0.05

### The effect of furan on TH homeostasis

Our previous work showed that furan exposure induced a significant increase in serum T4 levels in male rats at doses ≥0.12 mg/kg bw/day, but caused no significant change in female rats (Gill et al. 2010). To further investigate the implications of furan exposure on TH function, we examined the effects of furan on the expression of four genes that are directly regulated by TH in rat liver (*Dio1*, *Thrsp*, *Mlxipl* and *Me1*). *Thrsp* expression in males and *Me1* expression in females were down-regulated, in contrast to the observed increase in serum T4 concentrations in rats treated with 2 mg/kg bw/day furan. qRT-PCR validation of these targets was consistent with the microarray results and also showed significant decreases in the expression of *Dio1* and *Mlxipl* in males in one or more dose groups (Fig. 3). The results indicate that exposure to furan resulted in the down-regulation of TH-responsive genes in both females (*Me1*, *Mlxipl*) and males (*Dio1*, *Thrsp*, *Mlxipl*) despite the observed increase in serum T4 levels only in males.

**Fig. 3:**
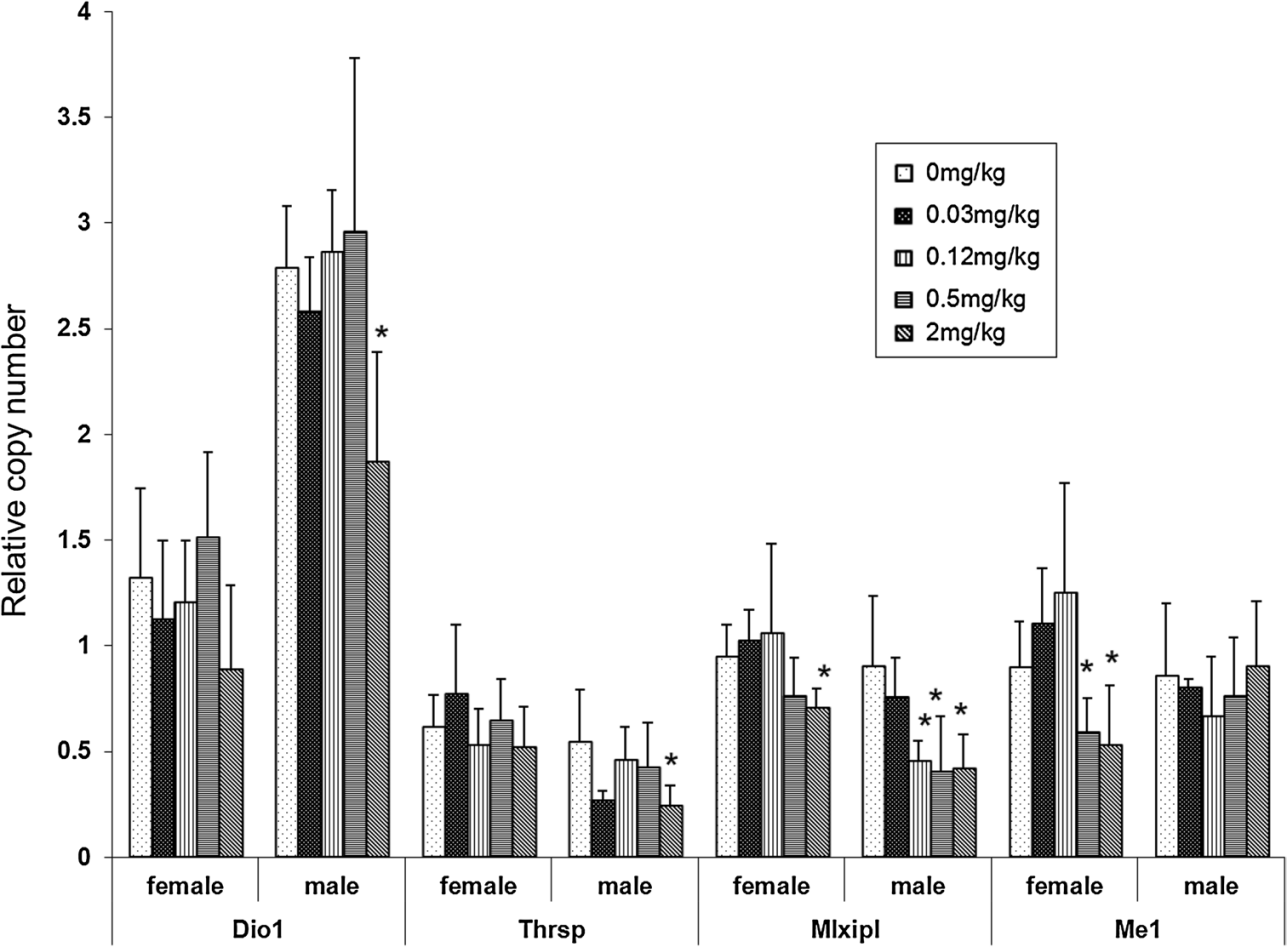
Expression of TH-regulated genes. RNA samples from five female and five male rats in each dose group were examined with qRT-PCR. Each sample was analyzed in duplicate and experiments repeated three times. Representative results are shown. *p ≤ 0.05

### Gender differences in response to furan treatment

Analysis of basal gene expression differences between control males and females revealed a total of 958 genes that were significantly different between genders (FC ≥ 1.5; FDR *p* ≤ 0.05; Supplementary Table_S9). There were 594 genes with higher transcript levels in females and 364 lower relative to males. The top three genes that were higher in females were aldo–keto reductase family 1, member B7 (*Akr1b7*: 588-fold higher in females), cytochrome P450, family 2, subfamily c, polypeptide 12 (*Cyp2c12*: 123-fold) and sulfotransferase family 2A, dehydroepiandrosterone (DHEA)-preferring, member 2 (*Sult2a2*: 115-fold). There were 14 transcripts with over a hundred-fold greater levels in males than females including the following: cytochrome P450, family 3, subfamily a, polypeptide 2 (*Cyp3a2*: 768-fold); cytochrome P450, family 4, subfamily a, polypeptide 2 (*Cyp4a2*: 619-fold); alpha-2u globulin PGCL2, PGCL3, PGCL5 and alpha-2u globulin (283-fold, 429-fold, 265-fold and 386-fold, respectively); and several of the major urinary proteins (*Mup4* and *Mup5*; 265-fold and 154-fold, respectively).

Functional annotation clustering of these genes was applied to examine the broad overall trends in the pathways, functions and processes that differed between the sexes (control samples) that might lead to gender-specific responses to furan. The top two functional annotation clusters of genes that were expressed at higher levels in females than in males were involved in lipid and fatty acid metabolism (data not shown). The third cluster was associated with genes involved in xenobiotic metabolism, including significant overrepresentation of alcohol dehydrogenases (e.g., increased expression of *Adh1*, *Adh4*, *Adh5*, *Adh6*, *Adh7*) and genes involved in phase 2 xenobiotic metabolism (e.g., *Gsta5* was 15-fold higher in females than males). In contrast, the top functional clusters that were higher in males than females were also associated with xenobiotic metabolism, but this enrichment accounted for a very large number of phase 1 metabolic genes. In total, of the 19 cytochrome p450s exhibiting different transcript levels between genders, 15 of these were greater in male rat livers. Increased female transcription was only found for *Cyp2c12* (123-fold greater in females), *Cyp26a1* (9-fold greater), *Cypd3a9* (eightfold) and *Cyp2r1* (twofold). There were also some phase 2 genes that were greater in males. In particular, *Gstm1*, *Gstm2*, *Gstm3* and *Gstm4* were all greater in males than females.

We then explored gender differences in response to the furan treatment. Males exhibited 4–8 times more differentially expressed genes than females in the various treatment groups (Fig. 1a). Only a few genes were similarly perturbed in males and females in the lower-dose groups, while one-third of the genes that were differentially expressed in females were in common with males at 2 mg/kg bw/day (Fig. 4). Cluster analysis of all samples using all significantly changed genes indicated that the samples were distinctly split into two groups determined by sex (supplementary figure_S1).

**Fig. 4:**
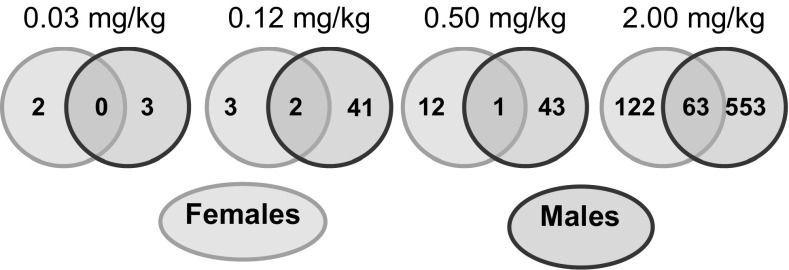
Venn diagram showing the overlap of significantly changed genes (FDR *p* ≤ 0.05 and absolute FC ≥ 1.5) in each dose group between genders

To further examine gender differences in gene expression, we analyzed the effect of gender using MANOVA in R for the high-dose groups (2 mg/kg bw/day). We first determined differences between the exposed and control groups within gender separately, and then used the combined list to statistically analyze differences between the genders. Setting a cutoff value of FDR *p* ≤ 0.05 and absolute FC ≥ 1.5 between genders, 132 genes that were disregulated by furan treatment exhibited significantly different responses between the genders (supplementary Table_S10). Of these, 86 % of the genes were significantly changed by furan in males only, 10 % were unique to females and the remaining 4 % were altered (but to a different extent) in both genders. The most affected gene that was modulated by a treatment–gender interaction was metallothionein 2A (*Mt2a*), which showed a 9.4-fold increase in response to furan in males relative to controls, but no significant response to furan treatment in females. Interestingly, substantial gender differences in baseline expression levels of most of the genes in the top of the list were observed. These genes had higher basal expression levels in females, and furan treatment up-regulated their expression in males, such as *Cyp2c12* and *Akr1b7*. On the other hand, the genes listed in the bottom of supplementary Table_S10 had higher basal expression in males, and furan exposure down-regulated their expression in males. These results provide potential mechanistic clues for the sensitivities that can be attributed to both differences in basal and induced expression changes.

To further elucidate the mechanisms underlying gender differences following furan treatment, pathway analysis on the 132 genes (supplementary Table_S10) that were different between the genders in the 2 mg/kg bw/day dose groups was conducted. The pathways that responded differently between the genders are shown in Table 6. Differences in the sexes occurred in pathways involved in oxidative stress response and metabolism. Consistent with previous work demonstrating that serum TH levels were altered in male rats alone (Gill et al. 2010), pathway analysis revealed that furan-induced abnormal TH metabolism was impacted by gender. The results were consistent with the pathway analysis that was conducted separately in males and females (Table 2), which indicated that although 65 % of the pathways perturbed in females were also altered in males, the extent was different between genders.

**Table 6:** Pathways demonstrating gender-specific effects in rats treated with 2 mg/kg bw/day furan

Ingenuity canonical pathway	−log (*p* value)	Ratio	Genes
*NRF2*-*mediated oxidative stress response*	2.27	0.03	GSTA3, MGST1, GPX2, GSTM4, GSTP1
*LPS/IL*-*1-mediated inhibition of RXR function*	3.33	0.03	GSTA3, MGST1, LY96, CYP3A7, GSTM4, GSTP1, SULT2A1
*Xenobiotic metabolism signaling*	2.82	0.02	GSTA3, MGST1, UGT2B4, CYP3A7, GSTM4, GSTP1, SULT2A1
*Nicotine degradation*	2.38	0.04	UGT2B4, CYP3A7, Aox3
*Pyrimidine ribonucleotides*	1.89	0.05	NME4, CTPS2
*Thyroid hormone metabolism*	1.77	0.04	UGT2B7, DIO3

−log (*p* value) cutoff at 1.7, ratio indicates the percentage of genes changed significantly in their response to furan between genders to total genes involved in the pathways, genes refer to genes changed significantly in their response to furan between genders

## Discussion

We investigated transcriptional changes occurring in the livers of rats of both sexes treated with furan at the known lowest tested cancer-causing dose and several lower doses for 90 days using DNA microarrays. The transcriptional profiles, pathway perturbations and BMDs provide insight into the MoA and gender differences in response to furan. The data support a similar MoA in rats to that proposed in our previous study in mice for furan-induced hepatocarcinogenesis. BMDs for both apical and transcriptional endpoints associated with this MoA are highly consistent in males. The data reveal that very few miRNAs are perturbed in the liver following subchronic furan exposure in rats. In addition, the effects of furan on TH status are paradoxical.

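Of 128 miRNAs tested, limma called 1 in females and 1 in males, and in both sexes it was miR-34a, which rose. At unadjusted p under 0.05, 10 miRNAs differed in females, 3 higher and 7 lower, and 23 in males, 13 higher and 10 lower, where chance would give 6.4. For furan over both sexes together, 1 miRNA was called and 20 were at unadjusted p under 0.05, with miR-34a at a log2 FC of 2.10 (standard error 0.20, limma adjusted p = 1.07e-05). This call was made under all 16 alternative settings that gave miR-34a a value in both sexes together. Within each sex, the call of miR-34a was made under 14 of 18 alternative settings in females and 17 of 18 in males, and with each of the 16 arrays left out in turn. The number of calls depended on single arrays. Without control male 4, 6 miRNAs were called in males, and without furan female 90, 8 were called in females and 7 over both sexes. Without control male 5, 2 were called in females, and over both sexes 2 were called without control female 4, control male 4 or furan female 83. The count at unadjusted p under 0.05 moved as well. With each array left out, it ranged in males from 12 without furan male 83 to 42 without control male 3. In females it ranged from 6 without control female 7 to 13 without furan female 90. In the deposited table it was 21 in females and 3 in males. There, 6 columns, of both sexes, correlated with the scanner values at only 0.840 to 0.982. How these columns were made was not settled, so the 2 counts may not reflect the animals.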

### Proposed MoA for furan-induced carcinogenicity

Previous global gene expression profiling in our laboratory on female mice exposed to furan for 21 days supported a MoA for hepatocarcinogenesis that involves pathways related to generation of reactive oxygen species causing cytotoxicity, inflammation and regenerative proliferation (Jackson et al. 2014). In the current study on rats, pathway analysis clearly demonstrated induction of an oxidative stress response (NRF2 mediated) and inflammation (LPS/IL-1 mediated) in both genders, although the extent was greater in male rats. The median transcriptional BMD for NRF2-mediated oxidative stress response in males was nearly one half that in females (0.62 vs. 1.12 mg/kg bw/day), supporting that males are more sensitive to furan-induced oxidative stress. These results suggest a similar MoA for furan-induced hepatotoxicity in rats and mice.

NextBio analysis revealed that TAA, nafenopin, MP, mestranol, chloroform, CCl4 and BBZ, all non-genotoxic hepatocarcinogens, exhibited similar gene expression profiles to furan in male rats (supplementary Table_S6). These non-genotoxic hepatocarcinogens act through glutathione depletion and induction of oxidative stress (Uehara et al. 2010), inflammatory response, apoptosis and cell proliferation (Dragan et al. 1996; Fujii et al. 2010; Gill et al. 1998; Golden et al. 1997; Larson et al. 1996). This evidence supports that furan operates through a non-genotoxicity, or indirectly genotoxic, mechanism mediated through oxidative stress to induce hepatocarcinogenesis. Interestingly, Cyp2e1 plays key roles in the metabolism of both TAA and CCl4 to reactive metabolites (Ramaiah et al. 2001), consistent with the metabolic activation of furan by Cyp2e1 (Bakhiya and Appel 2010). Metabolism of Cyp2e1-specific substrates leads to oxidative stress, inflammation and cytotoxicity. Prolonged activation of these processes would cause chronic cytotoxicity potentially leading to hepatocarcinogenesis (Kim et al. 1990; Kim and Novak 1993; Ma et al. 2014; Porter et al. 1989; Song et al. 1986).

The above evidence suggests that a cytotoxicity mechanism mediated through oxidative stress predominates in furan-induced hepatotoxic effects. However, our gene expression data also support a role for genotoxicity in furan-induced hepatotoxicity in males. Specifically (1) P53 was identified as an activated upstream regulator of furan effects (supplementary Table_ S5) in male rats treated with 2 mg/kg bw/day; (2) Ccng1, Fas and Cdkn1a, which all play roles in DNA damage response and other pathways, were significantly up-regulated in male rats at the highest dose; (3) P53 upstream pathways, such as P38 Mapk and Erk Mapk pathways, were among the most sensitive pathways identified using a BMD approach; and (4) miR-34a (P53 target miRNA) is significantly up-regulated. 

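miR-34a was examined together with other miRNAs described as regulated by P53, in a list of 20 fixed in advance, of which 17 are on the array and 11 were tested. In males, 6 of the 11 were higher and 5 lower with furan, with a median log2 FC of 0.0072 and a mean of 0.18, and limma's camera gave a p of 0.472 with the direction up. In females, 4 were higher and 7 lower, with a median log2 FC of −0.015 and a mean of 0.17, so these differed in sign, and camera gave a p of 0.261 with the direction up. limma's fry gave a p of 0.151 in males and 0.148 in females for a shift in one direction. For changes in either direction, it gave 4.68e-05 in males and 9.58e-05 in females. In each sex 1 miRNA of the list was called, miR-34a, over all tested miRNAs and also adjusted over the list alone. With miR-34a left out, limma's camera gave a p of 0.883 for the remaining 10 in males and 0.957 in females, with the direction down in both sexes. For changes in either direction without miR-34a, fry gave a p of 0.351 in males and 0.910 in females. The paper gives the increase of miR-34a, as a target of P53, together with the P53 regulator, genes and pathways it lists, as support for a role of genotoxicity in males, beside a cytotoxicity mechanism that it proposes as predominant.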

Interestingly, the DNA-damage-inducible gene *Gadd45g* was significantly down-regulated in males at the three highest doses. *Gadd45g* is a tumor suppressor gene that is disrupted in multiple tumor types (Sun et al. 2003; Ying et al. 2005); its down-regulation may have implications in the increased susceptibility of males to cancer.

### Comparison of toxicogenomic and apical BMDs

To further explore the utility of toxicogenomics in predicting adverse effects, we compared BMDs for apical endpoints and transcriptional changes in relevant associated pathways (Table 5). There was insufficient gene expression response to derive pathway BMDs in females; thus, this analysis focussed on males only. The analysis showed a large degree of consistency between apical and transcriptional BMDs in males, and supports the use of transcriptional BMDs for selection of points of departure as we have suggested previously (Bourdon et al. 2012; Jackson et al. 2014). In males, the median transcriptional BMDs for pathways involved in cell damage response ranged from 0.08 to 0.17 mg/kg bw/day, while the BMDs derived from modeling histopathological data on Kupffer cell pigmentation and hepatocyte apoptosis were 0.03 mg/kg bw/day. Kupffer cells are resident macrophages in liver and function as scavengers for cellular debris and blood-born material entering liver. The potential source of the pigment in Kupffer cells seen histologically could be retention of bile, lipofuscin, erythrophagocytosis and disintegrated hepatocytes (Sobaniec-Lotowska and Lebensztejn 2006). Therefore, histological changes, including Kupffer cell pigmentation and hepatocyte apoptosis, could correspond to transcriptional pathways related to cell damage response. The median BMDs for pathways involved in transcriptional inflammatory response were 1.1–1.2 mg/kg bw/day, and the BMD for ALP (an established marker of liver function and inflammation, Browning et al. 2008) was 1.49 mg/kg bw/day. The median transcriptional BMD for bile acid biosynthesis was 1.43 mg/kg bw/day, while analysis of biliary tract hyperplasia and cholangiofibrosis yielded BMDs of 1.45–1.84 mg/kg bw/day, respectively. Bile acid is synthesized in liver, secreted into bile ducts and stored in gallbladder. Bile acids secreted in the bile duct are partly reabsorbed in the cholangiocytes and recycled back to hepatocytes (Chiang 2009). Therefore, abnormal morphology of biliary tract and cholangiocytes (hyperplasia and fibrosis) may affect synthesis and circulation of bile acids. Thus, the BMDs for transcriptional pathways are remarkably aligned with the apical endpoints in males. The results support the use of toxicogenomic data in identifying mechanistically meaningful information to inform hazard characterization and potentially provide effective estimates of points of departure in the absence of apical data (Thomas et al. 2013).

### Effects of furan on miRNA expression

miRNAs are a group of evolutionarily conserved noncoding regulatory RNAs involved in posttranscriptional gene regulation that operate via binding to complementary regions within target transcripts (Bartel 2004). Transcriptional changes in hepatic miRNAs following furan exposure have been studied previously at both low (2 mg/kg bw/day for 4 weeks in male F344 rats) and high doses (30 mg/kg bw/day for 90 days in male SD rats) using PCR arrays (Chen et al. 2010, 2012). These studies identified 5 and 30 miRNAs, respectively, that were significantly changed compared to controls. Similarly, we also found minimal responses in miRNA at 2 mg/kg bw/day of furan. 

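The median absolute log2 FC of the tested miRNAs was 0.15 in females and 0.29 in males, beside a median standard error of 0.26. The FC stayed within 1.5-fold for 85.2% of the miRNAs in females and 71.9% in males. Besides miR-34a, 18 miRNAs in females and 35 in males changed by 1.5-fold or more, and limma's adjusted p was above 0.05 for each of them. The SD of each miRNA in the simulated data was pooled over the 4 groups. Among miRNAs with an SD up to the median, a log2 change of 1 was recovered for 95.1% in females and 92.4% in males. Among the more variable miRNAs it was recovered for only 26.3% in females and 30.7% in males.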

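After miR-34a, the miRNAs with the smallest unadjusted p in females were miR-466c*, miR-466b-2* and miR-466b-1*. In furan-treated females they fell by 3.99 (standard error 0.94, limma adjusted p = 0.0533), 3.73 (standard error 0.92, limma adjusted p = 0.0533) and 3.83 (standard error 0.99, limma adjusted p = 0.0602) on the log2 scale. Each was lower in 4 of 4 furan-treated females than in every control (two-sided exact permutation test, p = 0.0286). miR-466c* and miR-466b-2* were detected on 2 of the 4 arrays of furan-treated females and miR-466b-1* on 3, and single values of miR-466c* fell to −0.15 on the log2 scale, near the lower bound set on the intensity. Without furan female 90, all 3 were called by limma, with adjusted p of 0.00241 for miR-466c*, 0.00257 for miR-466b-2* and 0.00257 for miR-466b-1*. Quantile normalization also led to calls of all 3. Of 18 alternatives, 3 called miR-466c* in females, 2 called miR-466b-2* and 3 called miR-466b-1*. Over these alternatives the log2 FC ranged from −4.41 to −1.03 for miR-466c* and from −4.05 to −1.14 for miR-466b-2*. For miR-466b-1* it ranged from −4.11 to −1.17. In males the miRNAs with the smallest unadjusted p were miR-652*, miR-3559-5p and miR-7a. miR-652* had a log2 FC of −0.39 (standard error 0.091, limma adjusted p = 0.0568) and was lower in 4 of 4 furan-treated males than in every control. Its direction reversed to 0.36 without normalization between arrays and to 0.86 with Feature Extraction's total signal per miRNA. miR-3559-5p had a log2 FC of 1.03 (standard error 0.29, limma adjusted p = 0.143), with 3 of 4 furan-treated males above every control. miR-7a had a log2 FC of 0.66 (standard error 0.21, limma adjusted p = 0.209), with 4 of 4 above every control. Without control male 4, limma called miR-3559-5p and miR-7a in males, each with an adjusted p of 0.0370. Neither was detected on control male 2 or control male 5, the arrays of highest negative-control intensity, which stay in that comparison. On these 2 arrays miR-3559-5p was at 3.41 and 2.80, against 4.15 on control male 3 and 4.27 on control male 4. miR-7a was at 2.04 and 1.83 on them, against 2.13 on control male 3 and 2.67 on control male 4. miR-7a was also called in males with the brightest probe alone, which was 1 of 18 alternatives. Over these, its log2 FC in males ranged from 0.11 to 2.04. That of miR-3559-5p ranged from 0.051 to 3.11, and it was called under 0 of 18. In females the log2 FC of miR-7a was 0.57 (standard error 0.21, limma adjusted p = 0.349). Over both sexes together, miR-7a was called under 1 of 16 alternatives and in 4 of the 16 fits with 1 array left out.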

In our study, microarrays detected only a single miRNA significantly changed by furan and this single miRNA was not altered in previous studies on miRNA response to furan (Chen et al. 2010, 2012). Discrepancies may be related to differences in the rat strains (F344 vs. SD), treatment duration (3 months herein vs. 4 weeks) and doses.

The single miRNA significantly changed in our study was miR-34a. It was equally affected in both male and female rats. 

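The array carries 2 probes for miR-34a, 1 dimmer and 1 brighter. After background subtraction and normalization, the dim probe gave a log2 FC of 2.10 in females and 2.17 in males, and the bright probe 2.14 in females and 1.97 in males. Without background correction, the dim probe gave 1.03 in females and 0.98 in males, and the bright probe 1.59 in females and 1.42 in males. Other members of the family were detected on few arrays. miR-34a*, the star strand, was detected on 0 arrays, miR-34b on 4 and miR-34c on 1, so none of these was tested.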

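The log2 FC of miR-34a in males minus that in females was −0.048 (standard error 0.40, 95% confidence interval −0.92 to 0.82, limma adjusted p = 0.940). In a two-sided permutation test that reassigned furan and control within each sex, over all 4900 relabellings, the p was 0.967. Relabelling assumes no furan effect in either sex, and the increase in both sexes widens the relabelled differences. That p therefore cannot decide whether the increase was equal in the sexes. limma's interaction of furan and sex called 0 of the tested miRNAs, and 13 had an unadjusted p under 0.05. With furan female 90 left out, 3 were called. The sign of the miR-34a difference changed under 7 of 16 alternative settings, the largest value being 1.40 without normalization between arrays (limma adjusted p = 0.175), where the median difference over all tested miRNAs was 1.51. The level of miR-34a in control males exceeded that in control females by 0.77 on the log2 scale (standard error 0.28, limma adjusted p = 0.0686), which was not called. It was called under 6 of 19 alternative settings, over which limma's adjusted p ranged from 0.00527 to 0.900. These were a lower bound of 8 on the intensity (0.94), the brightest probe alone (0.92) and, chosen after seeing the data, no background correction (0.72), array weights (1.15), and leaving out the 2 or the 3 arrays of highest background (1.19 each). It was also called with control male 2 alone left out (0.99). The difference reversed to −0.15 with 75th percentile scaling and to −0.54 without normalization between arrays.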

As a direct target of P53 transcriptional regulation, miR-34a is a well-known tumor suppressor and is involved in apoptosis, cell cycle arrest and senescence (Hermeking 2010). High expression is a negative prognostic factor in human hepatocellular carcinoma (Agostini and Knight 2014) and is associated with abnormal cell growth induced by oxidative stress (Koufaris et al. 2012). The findings provide further evidence to support that the carcinogenicity of furan mainly results from oxidative stress-induced apoptosis.

### The effects of furan on TH homeostasis

Consistent with observed sex-specific differences on gene expression, gender differences were also found in serum TH levels following furan treatment. Increased serum levels of thyroxin (T4, Gill et al. 2010) were observed in males, but not in females. THs are critically important for development and maintenance of metabolic balance in mammals. To determine the biological impact of the increased circulating TH, we examined the effects of furan on the expression of genes related to TH action and metabolism.

Although circulating T4 levels increased following furan exposure in males, the hepatic transcriptional response at least partially indicated a hypothyroid status. Dio1, Thrsp and Mlxipl, well-characterized positive TH-responsive genes in liver, were down-regulated in response to furan. The mechanism(s) underlying this paradox are not clear and were not robustly investigated in this study. An increase in circulating TH is probably due to an increase in the serum levels of carrier proteins (albumin, transthyretic or serpin A7), as the vast majority of circulating T4 is associated with these proteins. Clinical biochemistry data confirm an increase in albumin levels (Gill et al. 2010). We examined the expression of genes involved in TH homeostasis in more detail and found increased expression of *Ugt2b7*, *Dio3*, *Slco1a4* (*Oatp2*) and *Abcb1b* in male rats (supplementary Table_S2, *Slco1a4* significantly increased 1.29-fold). The products of these genes increase TH biliary excretion (Ugt2b7; Szabo et al. 2009; Martin et al. 2012), metabolic deactivation through deiodination (Dio3; Crofton 2008), TH uptake (Slco1a4; Abe et al. 1998) and efflux (Abcb1b; Mitchell et al. 2005; Ribeiro et al. 1996). Therefore, we speculate that increased serum TH levels with a concomitant hypothyroid status in liver tissues may be due to indirect effects of furan exposure (e.g., metabolic enzyme induction) rather than perturbation of the hypothalamic-pituitary-thyroid axis.

### Gender differences in response to low doses of furan

Furan induces liver neoplasms in both male and female rodents (NTP 1993) at doses equal to or >2 mg/kg bw/day. Gender differences have been observed, with higher incidences and lower BMDs for liver neoplasms occurring in male compared to female rodents (Carthew et al. 2010). However, the mechanism(s) underlying gender differences in liver neoplasms induced by furan is (are) largely unexplored. Our study attempted to investigate this issue via dose–response transcriptional analyses in male and female rats.

In general, we observed that the number of significantly changed genes in each dose was about 4–8 times greater in males than females. Overall, male livers were clearly coping with a much higher gene expression response related to oxidative stress (and resulting cytotoxicity) than female livers. Analyzing basal gene expression levels in control males versus females revealed that the top clusters in both sexes related to xenobiotic metabolism (Supplementary Tabel_S9). Males exhibited significantly higher mRNA expression levels of phase I metabolic genes, including 15 cytochrome p450s (19 exhibiting gender differences in total). In contrast, significant overrepresentation of alcohol dehydrogenases (for e.g., increased expression of *Adh1*, *Adh4*, *Adh5*, *Adh6*, *and Adh7*) was found in female livers. The *Adh* family of enzymes provide a general detoxifying system for alcohols, bile acid, aldehydes and lipid peroxidation products. In contrast to the cytochrome P450 system, *Adh* enzymes do not generate toxic radicals during oxidation reactions (Hoog et al. 2001; Westerlund et al. 2007). Thus, high basal levels of *Adh* transcripts may protect female rats from furan toxicity without causing as substantial increases in oxidative stress as occurs in males.

Although there appears to be no differences in severity of histological lesions between males and females at doses ≤2 mg/kg bw/day, there does appear to be a slightly higher frequency of males showing liver pathology at 2 mg/kg bw/day (e.g., biliary tract hyperplasia observed in 6 males vs 1 female) and 0.5 mg/kg bw/day (e.g., basophilic cytoplasm of hepatocytes in 8 males vs 0 females), suggesting increased sensitivity of males (Gill et al. 2010). We found a total of 132 genes that exhibited statistically significant differences between genders (supplementary Table_S10). This can be attributed to the fact that molecular and histological changes are two independent time-related events. Most of these genes had significantly different basal levels of expression between genders. The largest gender differences observed in furan-induced gene expression were metallothionein 2A (*Mt2a*) and glutathione S-transferase Yc2 subunit (*Gsta5*). Among the 132 genes, *Akr1b7* and *Cyp2c12* exhibited the greatest expression differences in the livers of female versus male mice (Kwekel et al. 2010). These genes have some similar features. (1) They all have higher basal expression in females; furan exposure triggered increased expression in males, but levels in males remained lower than or equal to females (data not shown). (2) They all play important roles in detoxification (*Gsta5*, *Akr1b7* and *Cyp2c12*, Endo et al. 2011; Liu et al. 2009; Lushchak 2012; Schmidt et al. 2011), anti-apoptotic effects, anti-oxidative effects and anti-inflammatory actions (*Mt2a*, Endo et al. 2005; Bell and Vallee 2009). Thus, the lower overall overt toxicity observed in females following furan exposure may be due to protective roles executed by these genes. Increased expression of these genes following furan exposure in male rats may indicate that furan triggers these defense systems as a compensatory response.

Pathways were analyzed for all genes that were differently altered by furan treatment in males or females separately, or through statistical analysis of genes that were significantly different through a direct gender comparison of furan-treated rats. Although more than 65 % of the pathways that were perturbed in females were also perturbed in males, statistical significance and number of affected genes within the pathways was consistently lower in females (Table 2). Pathway analysis of genes exhibiting gender differences in response to furan (Table 6) showed that the predominant gender differences were in the NRF2-mediated oxidative stress response and LPS/IL-1 mediated inhibition of RXR function, in each case with effects larger in males than females. Some pathways were exclusively activated in males, including TH metabolism.

Curated disease models with similar gene expression profiles to furan-treated male rats included cancer, inflammatory response and injury of liver (Table 4). In females, disease models included high-fat diet and injury of liver. However, although disease models in females were consistent with males, the correlations between furan exposure and disease models were positive in males, but negative in females. Thus, the expression profiles are virtually inverted for these important disease pathways.

Overall, the observations indicate that while similar toxicological responses are occurring in male and female rats, males are more sensitive (enhanced responsiveness at low doses in key pathways associated with the MoA) to furan toxicity. We speculate that male rats may have progressed further down the disease trajectory to liver cancer at the time of sampling than female rats.

In conclusion, our toxicogenomics data with doses lower or equal to the lowest cancer-causing dose in rats support that furan induces liver carcinogenesis through induction of gene expression pathways related to oxidative stress and inflammatory responses, apoptosis and cellular proliferation. Pathways related to DNA damage response were activated only at the highest (carcinogenic) dose in males, using our stringent FDR-adjusted approach to identification of differentially expressed genes. This approach is useful in delineating the most significant pathways involved in toxicity. However, by modeling the data using a BMD approach, we clearly show that effects associated with pathways involved in cancer are perturbed at doses lower than 2 mg/kg bw/day. Significant gender differences were identified and support that male rats are more sensitive/responsive to furan, consistent with the observed increases in histopathological changes and tumors in male rats. This work is in broad support of the ability of toxicogenomics to provide insight into MoA and gender differences.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1 (XLSX 179 kb)

Supplementary material 2 (PPTX 138 kb)

# Supplementary material for: Toxicogenomic assessment of liver responses following subchronic exposure to furan in Fischer F344 rats
**Source:** Arch Toxicol. 2015 Jul 21;90:1351–67. doi: 10.1007/s00204-015-1561-2
**Supplement:** Supplementary file 2 — Supplementary material 2

## Slide 1
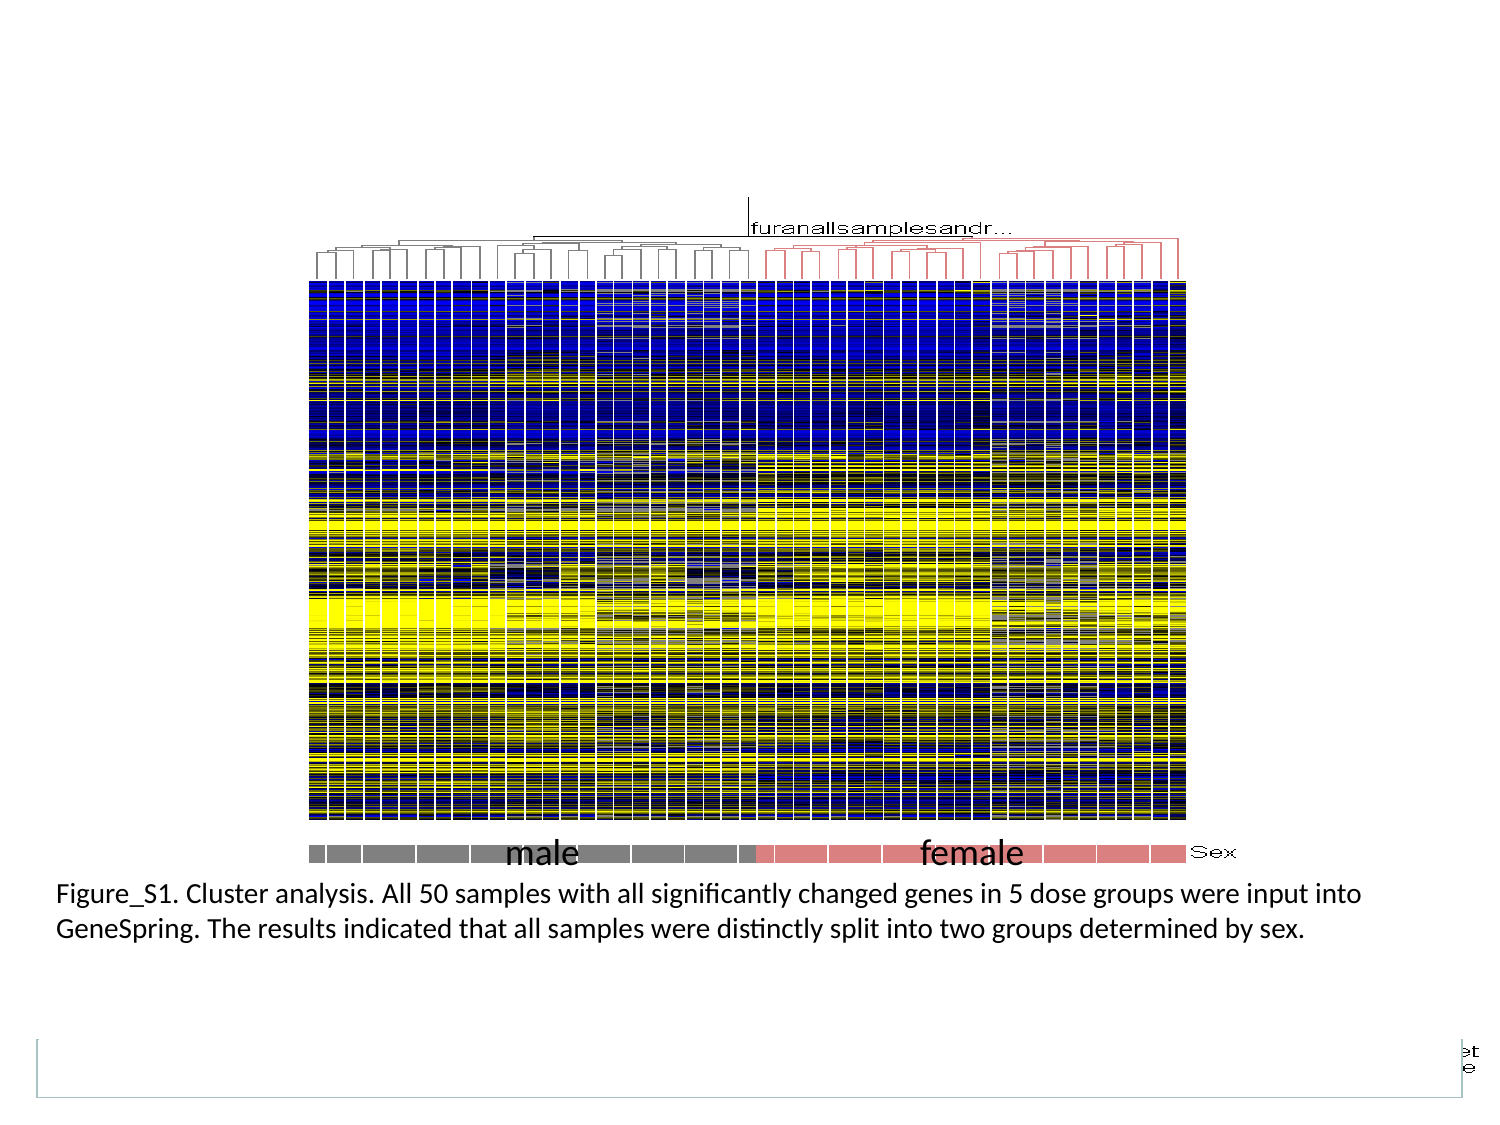

male
female
Figure_S1. Cluster analysis. All 50 samples with all significantly changed genes in 5 dose groups were input into GeneSpring. The results indicated that all samples were distinctly split into two groups determined by sex.

How the deposited data were processed for this re-analysis (not part of the article)

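Only the miRNA microarray experiment of the study was used. It measured liver RNA of 16 rats, in 4 groups of 4: control females, furan-treated females, control males and furan-treated males, with furan at 2 mg/kg bw/day for 90 days. The qRT-PCR of miRNAs, the mRNA microarrays and the serum measurements were not part of the files used, and no value was computed for them. Groups, animal numbers and slides were taken from the sample labels, and an animal is named by its group and number.

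For each array the authors deposited the output of Agilent Feature Extraction, version 11.0.1.1 in the file headers, which differs from the version the methods name. Its columns give the intensity of each of 14255 spots on a linear scale, as the median brightness of the spot and of its local background, and after background subtraction. Nothing in these deposited intensity columns had been normalized between arrays. The authors also deposited a table of log2 values per miRNA, which the methods describe as normalized by cyclic lowess. The methods do not name the signal column or a background correction. Compared with the scanner values, the table's log2 values followed the median spot intensity without background subtraction closely on 10 arrays, with correlations of 0.9987 or more across miRNAs. On the other 6 arrays the correlations were between 0.840 and 0.982, and how the values of these columns were made was not settled.

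The values reported here start from the background-subtracted intensity. Control spots and spots with an outlier mark were left out, intensities under 1 were set to 1, and log2 values were averaged over the spots of a probe. A miRNA has between 1 and 4 probes, and the log2 values of its probes were averaged after normalization. miRNAs detected by Feature Extraction on all 4 arrays of at least 1 group were kept, which gave 128 of 677. Normalization used limma's cyclic loess with 3 iterations over the probes of these miRNAs. The computations used R 4.3.3 and limma 3.58.1. Names of 4 miRNAs, miR-34a, miR-122, miR-200a and miR-200b, were looked up in a rat gene table of assembly GRCr8, and 4 matched. The array design uses another assembly, so no coordinates are given.

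A linear model with 4 group means was fitted to all 16 arrays by limma, with empirical Bayes moderation and Benjamini-Hochberg adjustment. The comparisons were furan against control in females and in males, their mean over both sexes, their difference (the interaction of furan and sex), and control males against control females. A call needed an adjusted p of 0.05 or less and, except for the interaction, an absolute FC of 1.5 or more. Single miRNAs were also tested with two-sided exact permutation tests of 4 arrays against 4, whose 70 relabellings cannot give a p under 0.0286. The list of P53-regulated miRNAs and the miR-200 family were tested with limma's camera, with a preset correlation of 0.01, and with fry.

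The miRNAs named in the text follow a rule: those the study names and the miR-34 family, every miRNA called for furan, the next 3 by unadjusted p in each sex, the 5 largest calls in each direction between control males and control females, and the members of the lists. miR-21 completes, with miR-29b of the P53 list, the 12 calls between control males and control females and falls outside the rule. So do miR-466b, miR-32* and miR-672, which are called for the interaction with 1 array left out. All that fall outside the rule were named after their values were seen.

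The procedure was tested on simulated data, with 20 miRNAs of known change added to the real variation of each sex. Among the calls made there, between 2.32% and 3.67% were false. The precision of array values is limited by the 4 arrays per group, and for dim miRNAs by the background. Sensitivity to the choices was examined with other signal columns, background corrections, normalizations, filters, lower bounds, probe summaries and tests, with the slide as a block, with the deposited table in place of the scanner values, and with each array left out in turn. Animal numbers 2 and 4 occur in both control groups but belong to different animals of different sexes, so the model has no block for them. The 75th percentile over all non-control probes could not be used for scaling, because it is negative on 3 arrays.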

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

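The tests of the sex difference against array background, and the comparison of local background, were chosen after the results were seen. The counts of other splits of the arrays were planned before.

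Among 84 groups of 4 arrays examined for a single array far from the others, 7 had one, where chance would give 4.2. In control females, miR-122 was at 14.91 on the array of control female 4, against 14.85 to 14.86 on the others, and miR-200b was at 2.44 on the same array, against 2.09 to 2.10. miR-3559-5p was at 4.03 on control female 9, against 4.39 to 4.41, and miR-151 was at 6.97 on control female 7, against 6.73 to 6.76. In furan-treated females, miR-652* was at 7.46 on furan female 90, against 7.06 to 7.12. In control males, miR-466c* was at 4.55 on control male 5, against 6.49 to 6.89. These are normalized log2 intensities. Control male 5 is one of the arrays of high negative-control intensity. No explanation was tested for these 6 values, technical or biological.

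The remaining array far from its group was furan female 85, whose negative-control spots had a median intensity of 108.25, against 49 to 59 on the other arrays of furan-treated females. The arrays of control male 2 and control male 5 had still higher values of 294 and 165. If the slide around the spots had been brighter on these 3 arrays, their local background would have been raised as well. It reached at most 32 on them and lay between 18 and 33 on the other 13 arrays, which argues against a brighter slide surface. Signal on the spots themselves, such as labelled RNA bound without a match, stays open and was not tested. No biological explanation was tested.

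The paper compares mRNA but not miRNA between control males and control females. In that comparison 12 of the 128 miRNAs were called by limma, 6 higher and 6 lower in males, and 46 had an unadjusted p under 0.05. Among the higher were miR-200b (log2 difference 1.97), miR-451 (1.80), miR-99a* (1.58), miR-99a (1.00), miR-125b-5p (0.93) and miR-21 (0.86). Among the lower were miR-151 (−1.06), miR-652 (−0.73), miR-148b-3p (−0.72), miR-378* (−0.64), miR-107 (−0.63) and miR-29b (−0.61). Of the 35 splits of the 8 control arrays into groups of 4, 1 gave as many calls, the real one, and the others gave 0. The share of 2.86% is the smallest that 35 splits allow, so it argues against chance without excluding it. The filter on detection used the real groups and may favour the real split.

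Technical explanations for this sex difference were the slide and the high background on 2 control male arrays, control male 2 and control male 5. Each of the 2 slides held 2 arrays of every group, so a shift between slides acts on both sexes alike and cannot produce the difference. For the 6 called miRNAs that were also called without these 2 arrays (miR-107, miR-125b-5p, miR-21, miR-29b, miR-378* and miR-99a), 6 of 6 differed the same way between furan-treated males and furan-treated females at an unadjusted p under 0.05, which argues against the high background on 2 control male arrays as their cause. Of the other 6, 4 differed the same way at an unadjusted p under 0.05 without these 2 arrays or between furan-treated males and females, which argues against the high background as the whole cause for them. Without the 2 arrays, the log2 difference was −0.57 for miR-151 (standard error 0.12, limma adjusted p = 0.00985), 1.17 for miR-200b (standard error 0.35, limma adjusted p = 0.0506) and −0.70 for miR-652 (standard error 0.25, limma adjusted p = 0.106). Between furan-treated rats it was 1.29 for miR-200b (standard error 0.41, limma adjusted p = 0.0703) and −0.65 for miR-148b-3p (standard error 0.20, limma adjusted p = 0.0659). miR-148b-3p was at −0.44 without the 2 arrays. A contribution of the 2 arrays to the size of the difference stays open for miR-151, miR-200b and miR-148b-3p, which were smaller without them. miR-451 and miR-99a* differed at an unadjusted p under 0.05 in neither comparison. Without the 2 arrays, the log2 difference of miR-451 was 0.53 (95% confidence interval −0.021 to 1.08), which leaves out the 1.80 found with them, and between furan-treated rats it was 0.28 (standard error 0.53). Its normalized log2 intensity was 8.68 on control male 2 and 8.18 on control male 5, against 5.99 on control male 3 and 5.77 on control male 4. Most of its difference thus came from the 2 arrays, which is consistent with their high background as a candidate cause, while a difference of these 2 animals themselves was not tested. For miR-99a*, the log2 difference without the 2 arrays was 1.00 (95% confidence interval −0.16 to 2.16). Between furan-treated rats it was 0.070 (standard error 0.46). The normalized log2 intensity of miR-99a* was 3.87 on control male 2 and 3.55 on control male 5, where it was not detected. On control male 3 it was 2.53 and on control male 4 it was 2.58. These values go the way of the high background. The interval without the 2 arrays holds both 0 and the 1.58 found with them. For miR-99a* the high background on 2 control male arrays thus cannot be told apart from a sex difference. The number of calls depends on single arrays and on the processing, being 27 without control male 4, 25 without control male 3, 7 without control male 5, and 2 in the deposited table. A biological difference between the sexes stays open for all 12, for miR-451 at a smaller size, as an untested hypothesis.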

How the results depend on the processing

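The tests chosen after seeing the data were normexp and no background correction of the median spot intensity (the files hold no mean intensity), leaving out control male 2 and control male 5, leaving out these and furan female 85, and limma's array weights. All other settings were chosen before the data were examined. Arrays were left out after normalization over all 16. The 75th percentile over all non-control probes was not run, since it is negative on 3 arrays. Keeping only the 42 miRNAs detected on all arrays drops miR-34a and so gives it no value. Permuted labels and separate fits were not run for the interaction or for both sexes together.

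miR-34a was higher with furan in both sexes under all 18 alternatives, with a log2 FC of 1.10 to 2.41 in females and 1.12 to 3.26 in males. With each array left out it was 1.99 to 2.23 in females and 1.86 to 2.35 in males, and always called. Over both sexes together it was called under all 16 alternatives. In females the call was lost with Feature Extraction's total signal per miRNA (2.09, limma adjusted p = 0.284), with 75th percentile scaling (2.12, adjusted p = 0.274), without normalization between arrays (1.85, adjusted p = 0.105) and with no filter on dim miRNAs (2.18, adjusted p = 0.0651). limma's adjusted p in females ranged from 1.85e-05 to 0.284. In males the call was lost with p from permuted labels (2.07, adjusted p = 0.0571), and the adjusted p ranged from 0.000267 to 0.0571. The cause was not tested.

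The difference of the miR-34a log2 FCs, males minus females, changed sign with the total signal (0.59), normexp (0.026), 75th percentile scaling (0.78), no normalization between arrays (1.40), cyclic loess over all probes (0.36), no filter (0.36) and the deposited table (0.067). Over the alternatives limma's adjusted p was between 0.175 and 0.966. With each array left out, the difference was −0.27 to 0.23. The median log2 change of all tested miRNAs also moved with the scaling. Without normalization it was −0.32 in females, 0.98 in males, 1.51 for males minus females and −1.16 for control males against control females. With the 75th percentile these were −0.053, 0.60, 0.88 and −0.77, and with cyclic loess over all probes −0.0041, 0.26, 0.32 and −0.27. With quantile normalization the median for control males against control females was −0.098, against 0.056 with cyclic loess over the tested miRNAs. With the total signal the median for males minus females was −0.11.

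In females, where 1 miRNA was called, 0 were called with the total signal, 75th percentile scaling, no filter and only miRNAs detected on all arrays, 2 without normalization, 4 with quantile normalization and 5 with array weights. With each array left out, 1 to 8 were called, with 8 without furan female 90 and 2 without control male 5. In males, where 1 was called, 0 were called with permuted labels and with only miRNAs detected on all arrays, 2 with the brightest probe and 3 without the 3 arrays of highest background. With each array left out, 1 to 6 were called, with 6 without control male 4. Over both sexes together, where 1 was called, 0 were called with only miRNAs detected on all arrays, 2 with cyclic loess over all probes, with the brightest probe and without the 2 arrays marked for evaluation, and 3 without the 3 arrays and with array weights. Here 1 to 7 were called with each array left out, with 7 without furan female 90 and 2 without control female 4, control male 4 or furan female 83. The interaction had 0 calls by limma under all 17 alternatives and 0 to 3 with each array left out, the 3 being miR-466b, miR-32* and miR-672 without furan female 90. Only miRNAs detected on all arrays made no furan call because that setting does not test miR-34a. The other causes were not tested.

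Between control males and control females, where 12 were called, 3 were called with the total signal, 2 with normexp, 4 with no background correction, 45 without normalization, 0 with no filter, 4 with only miRNAs detected on all arrays and 2 in the deposited table. With each array left out, 7 to 27 were called, with 7 without control female 2, control female 4 or control male 5, 25 without control male 3 and 27 without control male 4. The 6 higher and 6 lower calls became 0 higher and 45 lower without normalization, 2 and 9 with 75th percentile scaling, 5 and 10 with quantile normalization, 2 and 1 with the total signal, 2 and 0 with normexp and in the deposited table, and 4 and 0 with no background correction. Without normalization, miR-99a* reversed to −0.21, miR-125b-5p to −0.35 and miR-34a, which was 0.77 and not called, to −0.54. With 75th percentile scaling miR-34a reversed to −0.15. miR-99a was called under 17 of 20 alternatives, miR-200b under 9 of 19 and miR-451 under 5 of 19. miR-148b-3p and miR-99a* were called under 6 of 19 each. The remaining miRNAs of the 12 lay between 10 of 19 for miR-151 and 14 of 20 for miR-21. Among these alternatives is the block on animal numbers, which had little power to call any miRNA. The log2 difference of miR-200b ranged from 0.091, without normalization, to 2.77.

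Animal numbers 2 and 4 occur in both control groups and number different animals. With the number as a replicate block, 0 miRNAs were called between control males and control females, and 12 had an unadjusted p under 0.05. Only the arrays numbered 2 and 4 inform the sex difference in that fit, and hardly any residual degrees of freedom remain. The lack of calls there therefore cannot decide whether the difference depends on the numbers. Deviations of same-numbered arrays from their group means correlated at −0.23 for number 2 and 0.46 for number 4, in opposite directions, and these 2 pairs do not settle whether same-numbered arrays share a batch. The numbers were not used for pairing because they belong to animals of different sexes and neither the paper nor the labels name anything they share.

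The log2 FC of miR-122 changed sign in females with normexp (−0.049), no background correction (−0.027), 75th percentile scaling (−0.095), no normalization (−0.36), cyclic loess over all probes (−0.18), no filter (−0.18) and only miRNAs detected on all arrays (−0.010), with −0.0048 to 0.021 as each array was left out. In males it changed sign with the total signal (1.11), normexp (0.015), no background correction (0.0075), no normalization (0.12), only miRNAs detected on all arrays (0.026) and the deposited table (0.041). miR-200a reversed in females without normalization (−0.14) and in males with the brightest probe (−0.20), and ranged from −0.037 to 0.77 in males with each array left out. miR-200b in males reversed with the brightest probe (−0.73) and ranged from −0.0067 to 0.62 with each array left out. miR-652* in males reversed with the total signal (0.86) and without normalization (0.36). None of these values was called.

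For the miR-200 family in females, limma's camera p of 0.0511 fell to 0.000624 with the total signal, 0.0143 with normexp, 0.00527 with no background correction, 0.0230 with quantile normalization, 0.0448 without normalization, 0.0201 with cyclic loess over all probes, 0.0119 with no filter, 0.0197 with a lower bound of 8, 0.0311 without the 2 arrays and 0.00817 without the 3. It was 0.0154 to 0.214 with each array left out. In males the camera p of 0.533 became 0.0316 with the total signal, 1.36e-05 with no filter, 0.0111 without the 2 arrays and 0.0133 without the 3, and with the brightest probe the direction reversed (0.577). With no filter, the fit covered all 677 miRNAs. These camera p assume the preset correlation of 0.01, while the estimated correlation of miR-200a and miR-200b was 0.64. With the estimated correlation the main camera p was 0.147 in females and 0.632 in males. The smaller p above do not allow for it. For the P53 list in females, the camera p was 0.0359 in the deposited table, and the direction reversed with only miRNAs detected on all arrays (0.449). That table lists miR-29b, a member of the list, at 15.9 on furan female 82 and 14.3 on furan female 85. The log2 median spot intensity there was 9.97 and 9.79. On control female 4 it is listed at 12.3, against 10.6. The p of 0.0359 is therefore no evidence for a shift of the list. In males its direction reversed with no background correction (0.929), 75th percentile scaling (0.271), no normalization (0.599), cyclic loess over all probes (0.250), only miRNAs detected on all arrays (0.773) and the deposited table (0.988). The causes were not tested.

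Signal over background limits the dim miRNAs. On the arrays of control male 2, control male 5 and furan female 85, 18.0%, 11.7% and 3.13% of the values of tested miRNAs were at the lower bound.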

Differences from the paper's values

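The miR-34a increase computed here was 4.35-fold in females and 4.21-fold in males, and the paper's value is 2.4-fold in both. Of the alternatives set before the data were examined, the deposited table of normalized values gave 2.42-fold in females and 2.54-fold in males, which does not differ from the paper's value by more than 1.5 times. The total signal per miRNA, 75th percentile scaling, quantile normalization, no normalization between arrays, cyclic loess over all probes, no filter, a lower bound of 8 and the brightest probe did differ, with 3.61-fold to 5.33-fold in females and 3.79-fold to 9.56-fold in males. The slide as a block, separate fits, permuted labels and no FC threshold leave the increase as computed and so differ as well. Among the alternatives chosen after seeing the values, the median spot intensity without background correction gave 2.48-fold in females and 2.30-fold in males, and normexp gave 2.14-fold and 2.18-fold. In males alone, leaving out control male 2 and control male 5 (3.16-fold), leaving out these and furan female 85 (3.16-fold) and array weights (3.40-fold), also chosen after seeing the values, came within 1.5 times of the paper's value.

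The paper states that every sample passed quality control. In the deposited files, Feature Extraction's report asked for an evaluation of 2 of the 16 arrays, control male 2 and control male 5, both with an additive error out of range.

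By qRT-PCR, for which no files were used, the paper reports miR-200b as raised in males and not in females. On the arrays the log2 FC of miR-200b was 0.29 in males and 0.98 in females, and the difference between the sexes, males minus females, was −0.69 (limma adjusted p = 0.599). miR-200b was called in males under 0 of 18 alternatives, with log2 FCs from −0.73 to 1.91, and in females under 1, array weights, which was chosen after seeing the values. Over both sexes together it was called under 4 of 16: cyclic loess over all probes, and, chosen after seeing the values, leaving out the 2 arrays, leaving out the 3 arrays and array weights.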

Other observations

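The test on the 2 probes of miR-34a, the test of miR-29b and the settings without control male 2 and control male 5 or with array weights were chosen after the results were seen. The other tests were planned before their outcome was known.

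The miR-34a FC was larger after background subtraction than in the deposited table. Background left in the signal may shrink the FC of dim spots, and would then shrink that of the dim probe more than that of the bright one. Without background correction, the log2 FC of the bright probe exceeded that of the dim probe by 0.44 in males and 0.56 in females, against −0.20 and 0.043 after subtraction. When the median negative-control intensity of each array was added back to the subtracted signal, the log2 FC became 1.29 in females and 1.15 in males. The deposited table has 1.28 and 1.34, a largest distance of 0.197. Both outcomes are consistent with background left in the deposited values as a candidate explanation of the smaller FC. They rest on 2 probes and on the arrays that raised the question.

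Whether other splits of the arrays give as many calls was counted by refitting limma. In males, 2 of 35 splits gave 1 call or more, and in females 3 of 35, so for the number of calls within 1 sex chance cannot be excluded. Over both sexes together, 2 of 100 drawn splits gave as many calls, which argues against chance. For the interaction, with 0 calls, 100 of 100 drawn splits gave as many, as any split must, so this count tests nothing. Over both sexes together, 19 miRNAs other than miR-34a had an unadjusted p under 0.05, and 5 of 100 drawn splits gave as many, so chance cannot be excluded for them. In males, females and control rats, the split that follows the slides gave 0 calls.

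For the P53 list, 13 of 35 splits gave a camera p as small in females and 15 of 35 in males, and chance cannot be excluded. Of the 5 miRNAs of the miR-200 family on the array, 2 were tested, miR-200a and miR-200b. Their median log2 FC was 0.68 in females (limma's camera, p = 0.0511; with an estimated correlation, p = 0.147; fry, p = 0.151) and 0.26 in males (camera, p = 0.533; with an estimated correlation, p = 0.632; fry, p = 0.561). Neither was called in either sex over all tested miRNAs, nor adjusted over the list alone, apart from miR-200b in females with array weights. In females 10 of 35 splits gave a camera p as small, and in males 22 of 35, so chance cannot be excluded. miR-141 was detected on 7 arrays, miR-429 on 8 and miR-200c on 0, and these were not tested.

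miR-200b was higher by 1.61 on the log2 scale on control male 2 and control male 5 than on control male 3 and control male 4, although it was not detected on the first pair. High background on 2 control male arrays may have raised it there and so reduced its log2 FC in males. The 32 other dimmest miRNAs had a median difference of −0.25 between the same arrays, 13 being higher and 19 lower, from −1.18 to 6.38. Members going both ways leave the explanation open, and it cannot be told apart from variation between animals. Without control male 2 and control male 5, the log2 FC of miR-200b over both sexes together was 1.04.

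miR-466c*, miR-466b-1* and miR-466b-2* were lower in furan-treated females, with a median log2 FC of −3.83. High background on 1 furan female array, furan female 85, could produce this. Without that array the median was −2.95, or 77.0% of its size, which argues against that array as the whole cause. In furan-treated males the log2 FCs were −0.67 for miR-466c*, −0.80 for miR-466b-1* and −0.095 for miR-466b-2*. The differences between the sexes, males minus females, had a limma adjusted p of 0.424 for each. Other technical explanations were not tested, and an effect of furan stays open.

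In the deposited table, miR-29b is listed between 11.4 and 15.9 on 6 arrays whose log2 median spot intensity for it is between 8.97 and 10.6. On the other 10 arrays it is listed between 8.89 and 10.2. The 6 arrays are control female 4, control male 2, control male 5, furan female 82, furan female 85 and furan male 84, which are also the arrays whose columns correlate least with the scanner values. Cyclic loess of the log2 median spot intensity, as run here, shifted miR-29b on these arrays by at most 0.890, which argues against this normalization as the cause. Other steps behind the table were not tested, nor was any biological explanation.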
